# Organic phosphate but not inorganic phosphate regulates *Fgf23* expression through MAPK and TGF-ꞵ signaling

**DOI:** 10.1016/j.isci.2024.109625

**Published:** 2024-03-29

**Authors:** Danielle M.A. Ratsma, Max Muller, Marijke Koedam, Johannes P.T.M. van Leeuwen, M. Carola Zillikens, Bram C.J. van der Eerden

**Keywords:** molecular biology, cell biology, Transcriptomics

## Abstract

One of the main regulators of phosphate homeostasis is fibroblast growth factor 23 (FGF23), secreted by osteocytes. The effects of organic versus inorganic dietary phosphate on this homeostasis are unclear. This study used MC3T3-E1 FGF23-producing cells to examine the transcriptomic responses to these phosphates. Most importantly, the expression and secretion of FGF23 were only increased in response to organic phosphate. Gene ontology terms related to a response to environmental change were only enriched in cells treated with organic phosphate while cells treated with inorganic phosphate were enriched for terms associated with regulation of cellular phosphate metabolism. Inhibition of MAPK signaling diminished the response of *Fgf23* to organic phosphate, suggesting it activates FGF23. TGF-β signaling inhibition increased *Fgf23* expression after the addition of organic phosphate, while the negative TGF-β regulator *Skil* decreased this response. In summary, the observed differential response of FGF23-producing to phosphate types may have consequences for phosphate homeostasis.

## Highlights

• Regulation of FGF23 can be studied in differentiated MC3T3-E1 osteocyte-like cells
• Only organic phosphates increase the expression and secretion of FGF23
• MAPK signaling stimulates FGF23 expression while TGF-β inhibits this
• TGF-β regulator *Skil* may prevent the regulation of FGF23 by inorganic phosphate

## Introduction

Phosphate is an essential nutrient for skeletal health and plays a role in numerous metabolic processes.^1^ Phosphate is present in most food sources either as naturally occurring organic phosphate or as added inorganic phosphate. In healthy people, 40–60% of the organically bound phosphate will be absorbed in the intestine. In contrast, up to 100% of the ingested inorganic phosphate can be absorbed.^2^^,^^3^ Higher dietary phosphate content will result in higher urinary and fecal phosphate excretion. Although this may seem straightforward, the dietary phosphate type could influence phosphate homeostasis by affecting its absorption and excretion.

As the Western diet drastically changed throughout the years, we now ingest more inorganic phosphate than previous generations did.^4^ In order to consume food and beverages longer after their production, food additives are frequently being added as preservatives. Phosphorus is the main component of these additives, often as phosphoric acids, orthophosphates, or polyphosphates. There is currently no recommended limit for the amount of food additives that can be used in a product.^5^ Both European law and the Food and Drug Administration (FDA) dictate that manufacturers must report which additives are used in their products, but it does not require reporting the quantities of those additives. Moreover, there are no guidelines yet for labeling of food products for phosphate, as opposed to sodium, potassium, and other salts.^2^ Since the use of food additives is widespread, inorganic phosphate from food additives can accumulate to 30% of the total phosphate intake. The high absorbability of these phosphate in the intestine will increase the phosphate burden even more.^6^

In the small intestine, both inorganic and organic phosphate from the diet are absorbed through a combination of passive (paracellular) and active (transcellular) transport mechanisms.^7^ Transcellular transport is considered dominant at low luminal phosphate concentrations, where carrier proteins actively facilitate the absorption of inorganic and organic phosphate into intestinal epithelial cells.^8^ However, with increased phosphate concentrations, as seen in a high-phosphate diet, paracellular phosphate transport becomes more prominent. In this context, passive movement of phosphate ions across the intestinal epithelium plays a dominant role. High levels of dietary inorganic phosphate, through passive transport, could contribute to elevated blood phosphate levels, potentially disrupting the balance between bound and unbound phosphate in the circulation, resulting in higher serum phosphate levels.^2^^,^^9^^,^^10^

Several studies have shown that high inorganic dietary phosphate intake and/or high normal serum phosphate levels could pose serious health risks.^2^^,^^11^^,^^12^^,^^13^^,^^14^ For example, in mice, a high inorganic phosphate diet has been associated with skeletal muscle atrophy, kidney injury, abnormal brain growth, increased lung cancer progression, and weight gain.^15^^,^^16^^,^^17^^,^^18^^,^^19^^,^^20^^,^^21^ Other studies also considered the source of dietary phosphate. Kawamura et al. (2018) found that a high inorganic phosphate containing meal resulted in a reduction of endothelium-dependent vasodilation and contributed to the development of cardiovascular disease, while a diet rich in organic phosphate had no such effect.^22^ Moreover, a study in cats showed that the source of phosphate influences the availability, serum levels and renal excretion of phosphate.^23^ Similarly, a study in dogs showed that feeding inorganic food increased serum phosphate, while organic food sources did not.^24^ In patients with kidney disease who are unable to excrete phosphate, high serum phosphate levels are associated with morbidity and mortality.^25^ But also in a healthy population high-normal serum phosphate levels have been associated with coronary calcification and cardiovascular events, with a stronger effect in men.^26^^,^^27^ Together, these findings in animal studies indicate that the source of phosphate affects the response to it leading to higher serum levels and suggest that a high inorganic phosphate load is damaging to health. It is currently unknown whether a high inorganic diet shifts the ratio of circulating inorganic and organic phosphate toward inorganic phosphate.

Maintenance of phosphate homeostasis is hormonally regulated by a kidney-bone-intestine axis.^28^ Osteocytes residing in the mineralized bone secrete fibroblast growth factor 23 (FGF23) in response to rising serum phosphate levels.^29^ FGF23 binds to FGF receptor 1c (FGFR1c) and its co-receptor α-klotho in the kidney. This results in (1) internalization and decreased gene expression of the sodium-dependent phosphate transporters from the Slc34 family, preventing phosphate reabsorption and in (2) inhibition of 1,25-dihydroxyvitamin D (1,25(OH)_2_D) synthesis by inhibiting the expression of 1α-hydroxylase.^30^^,^^31^^,^^32^ Lower 1,25(OH)_2_D levels will result in reduced active phosphate absorption by the intestine.^33^^,^^34^

*In vitro* and *in vivo* studies thus far looking into the direct response of FGF23 to phosphate have been inconclusive. Some controlled feeding studies in human subjects found increased serum FGF23 levels after consumption of a high phosphate containing meal, while others did not.^35^^,^^36^^,^^37^^,^^38^^,^^39^ A similar discrepancy was found *in vitro*; several studies saw no increase in *FGF23* transcripts when osteocytes were treated with inorganic phosphate,^40^^,^^41^^,^^42^ while others found elevated expression in response to inorganic phosphate treatment.^43^^,^^44^ The investigation of direct impacts of organic and inorganic phosphates in *in vivo* feeding experiments proves challenging due to the absence of information regarding the specific circulatory forms of these phosphates. However, in a recent study by Simic et al. (2020), mice were injected with either organic glycerol-3-phosphate (G-3-P) or inorganic sodium hydrogen phosphate, bypassing intestinal absorption. Only the mice injected with G-3-P had elevated FGF23 levels, indicating that osteocytes may respond differently to organic and inorganic phosphate.^45^^,^^46^

Comparative studies on organic versus inorganic phosphate mostly focus on their consequences *in vivo* and adverse health outcomes of these types of phosphate. However*, in vivo* studies often do not provide mechanistic insights at the cellular and molecular level. Studies about whether FGF23 secreting cells respond differently to these two phosphate sources are inconclusive. This paper will explore the response of FGF23-producing cells to both types of phosphate *in vitro*, to study whether their effects on FGF23 differ. To this end, murine MC3T3-E1 cells were treated with organic and inorganic phosphate sources, after which RNA sequencing was performed. Here we reveal the response to organic versus inorganic phosphate and describe novel pathways controlling FGF23 production.

## Results

### FGF23 is only regulated by organic phosphate

To study the response of FGF23-producings cells to different types of phosphate, the murine mouse cell line MC3T3-E1 was differentiated into osteocyte-like cells, expressing osteocyte-markers *Dmp1*, *Fgf23*, and *Sost*, in three weeks and then cultured for 1 week in the absence of BGP (Figures S1A–S1C). Addition of dexamethasone to the cell culture medium was essential for the differentiation of the cells (Figures S1D–S1F). In order to study the different effects of organic and inorganic phosphate on FGF23-secreting cells, MC3T3-E1 cells were treated with several organic and inorganic phosphates for 24 hours followed by qPCR analysis and ELISA for FGF23. Subsequently, RNA sequencing was performed to gain more insight in transcriptional changes post-treatment. Gene signatures of organic and inorganic phosphate were compared to identify uniquely regulated genes for each type of phosphate. Finally experiments with specific compounds were performed to determine whether regulated genes are involved in the regulation of FGF23 (Figure 1). First MC3T3-E1 cells were treated with β-glycerophosphate (BGP), phosphate β-glucosamine-6-phosphate (B-6-P), N-acetyl-D-galactosamine-6 phosphate (N-6-P), or glycerol-3-phosphate (G-3-P) as organic phosphate sources or Na_2_HPO_4_/NaH_2_PO_4_ (NaHPO4) or with K_2_HPO_4_/KH_2_PO_4_ (KHPO4) as a source of inorganic phosphate for 24 h at day 27 of cell culture after which gene expression was studied using qPCR. Expression of *Fgf23* was increased by BGP (12.8-fold), B-6-P (10.9-fold), and N-6-P (9.2-fold), while treatment with G-3-P, NaHPO4, or KHPO4 failed to do so (Figure 2A). Moreover, secretion of intact FGF23 (6.2, 7.7 and 5.9-fold, respectively) and C-terminal FGF23 (5, 6.2 and 4.5-fold, respectively) was increased by BGP, B-6-P or N-6-P, but not by NaHPO4 and KHPO4 (Figures 2B and 2C), while no FGF23 was detectable in the conditioned medium from the cells treated with G-3-P (data not shown). Interestingly, another known phosphate response gene, *Dmp1*, was upregulated by all types of phosphate (Figure 2D). Taken together, we found that organic phosphates (BGP, B-6-P, and N-6-P) significantly increased *Fgf23* expression and secretion of intact and C-terminal FGF23 in differentiated MC3T3-E1 cells, while inorganic phosphates (NaHPO4 and KHPO4) did not, suggesting distinct effects of different phosphate sources on FGF23. Intriguingly, despite previous studies demonstrating upregulation of *Fgf23* in response to G-3-P treatment, G-3-P did not have this effect on the regulation of *Fgf23* in our experiments.^45^

**Figure 1:**
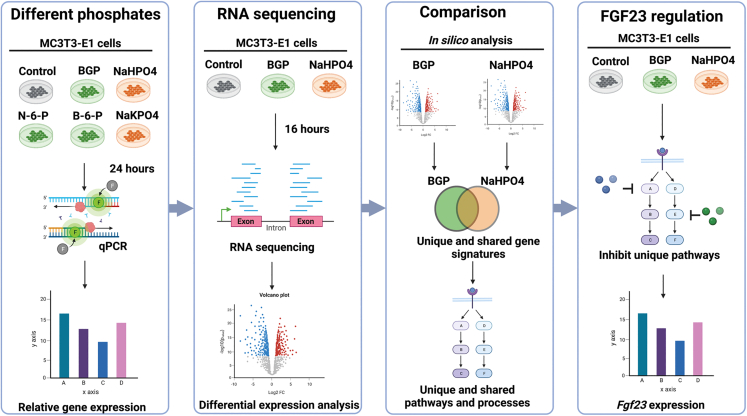
Overview of the experimental set-up Different phosphates. MC3T3-E1 cells were treated with different types of organic (green) and inorganic (phosphates) at day 27 for 24 h, after which a qPCR for *Fgf23* and *Dmp1* was performed. RNA sequencing. BGP (organic) and NaHPO4 (inorganic) were used for RNA sequencing after phosphate treatment at day 27. Comparison. Gene signatures of BGP and NaHPO4 were compared to find uniquely regulated genes and pathways by each type of phosphate. FGF23 regulation. Compounds were used to study whether found regulated genes were involved in the regulation of FGF23. Created with BioRender.com.

**Figure 2:**
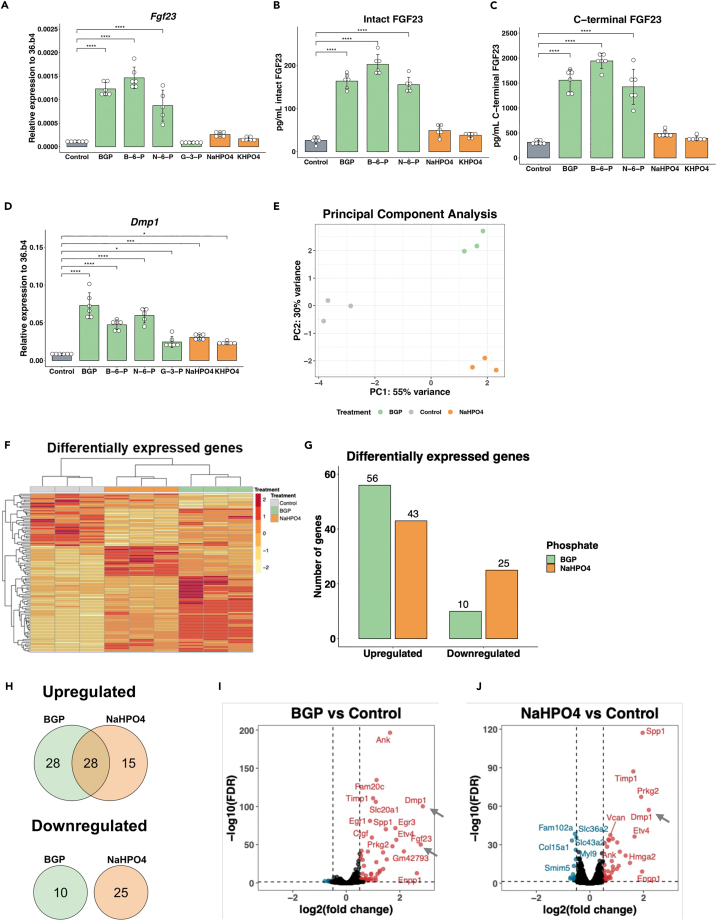
Only organic phosphate regulates FGF23 (A) Expression of *Fgf23* by organic and inorganic phosphate in which the gray bar represents the control, green bars represent organic phosphate, and orange bars represent inorganic phosphate. (B and C) Secretion of (B) C-terminal and (C) intact FGF23 after treatment with organic and inorganic phosphate in which the gray bar represents the control, green bars represent organic phosphate, and orange bars represent inorganic phosphate. (D) Expression of *Dmp1* by organic and inorganic phosphate in which the gray bar represents the control, green bars represent organic phosphate, and orange bars represent inorganic phosphate. (E) PCA plot for the following treatments: Control (gray), 4 mM BGP (green), and 4 mM NaHPO4 (orange). (F) Heatmap based on differentially expressed genes (DEGs) for the following treatments: Control (gray), 4 mM BGP (green), and 4 mM NaHPO4 (orange). (G) Total DEGs for BGP (green) and NaHPO4 (orange). (H) Venn diagrams for shared and unique DEGs by BGP (green) and NaHPO4 (orange). (I) Volcano plot DEGs by BGP treatment in which blue dots represent downregulated genes and red dots represent upregulated genes. (J) Volcano plot for DEGs regulated by NaHPO4 in which blue dots represent downregulated genes and red dots represent upregulated genes. Gene expression was normalized to housekeeping gene *36.b4*. Error bars indicate ±SEM. Significance was indicated as following: ∗*p* < 0.05, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001. Abbreviations: BGP: β-glycerophosphate, B-6-P: β-glucosamine-6-phosphate, N-6-P: N-acetyl-D-galactosamine-6 phosphate, NaHPO4: Na_2_HPO_4_/NaH_2_PO_4_, KHPO4: K_2_HPO_4_/KH_2_PO_4_.

### Treatment with BGP and NaHPO4 results in distinct gene expression profiles

To investigate how organic phosphates stimulate the expression and secretion of FGF23, we performed RNA sequencing comparing gene expression patterns after treatment with BGP as organic phosphate or NaHPO4 as inorganic phosphate. 

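RNA sequencing was done on MC3T3-E1 cells, a murine pre-osteoblastic line that differentiates toward osteocyte-like cells in osteogenic medium with ascorbic acid, dexamethasone and BGP. The paper gives osteogenic medium with BGP until day 21, while the sample labels give it until day 27. At day 27 the cells received 4 mM BGP, 4 mM NaHPO4 or no added phosphate (Control) in medium holding 1 mM phosphate, and RNA was harvested at day 28, after 16 h. Each condition had 3 libraries, numbered as replicates 1 to 3. Stranded poly(A) libraries were read as pairs of 50 bases, and the authors mapped the reads to GRCm39 with Ensembl release 104 in the AIR software and deposited the number of reads counted on each of 55416 genes, without normalization. The paper's text does not name the aligner, the counting program or whether strand was used in counting, so reads of overlapping or near-identical genes may have been split between them. Total counts per library were 21390839, 23159816 and 25646046 for Control, 22331071, 22342677 and 23546609 for BGP, and 27229641, 28234404 and 25203779 for NaHPO4. The 10 genes with the highest counts took from 15.9% to 17.7% of a library. Every pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom between 2.64 and 4.88, so each library was counted as 1 replicate. The counts were scaled by edgeR's TMM factors, and 13679 genes passed edgeR's filterByExpr with a count minimum of 10. Differences between conditions were tested with edgeR's quasi-likelihood test in a single fit of all 9 libraries, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes. As in the paper's methods, genes with an absolute log2 fold change (log2FC) above 0.5 and a false discovery rate (FDR) below 0.05 were taken as DEGs. The paper's methods name edgeR but not which of its tests or which filter on low counts was used, and both choices change the number of DEGs.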

To study the spatial distribution between the samples after RNA sequencing, principal-component analysis (PCA) was performed. 

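Principal components were computed from log2 CPM (TMM-normalized, prior count 2) of the 500 most variable genes, centred and not scaled. PC1 held 22.5% of the variance and PC2 held 16.2%, together 38.7%. On PC1, the Control libraries had scores from -11.2 to -6.79, and the BGP and NaHPO4 libraries had scores from 1.62 to 7.66. PC2 separated the treatments, with scores from 0.356 to 11.9 for BGP and from -9.64 to -4.85 for NaHPO4. Across all tested genes, the ratio of the between-condition to the within-condition squared distance was 1.54, and of the 280 partitions of the libraries into 3 groups of 3 only the real one gave a ratio as large (one-sided exact permutation test, p = 0.00357, the smallest p that this design allows). With the replicate number as a block, the ratio was 2.33 (one-sided exact permutation test over 36 partitions, p = 0.0278, again the smallest possible). The block lowers the within-condition distance even without a replicate effect, so 2.33 against 1.54 does not show a sharper separation. Libraries with the same replicate number in different conditions hardly deviated together, with a mean correlation of their deviations of 0.0127, against -0.00633 for libraries with different numbers. Of the alternatives tried, DESeq2's variance-stabilized counts moved the share of variance the most, to 55.2% on PC1 and 30.5% on PC2, together 85.7%.

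**Figure D1:**
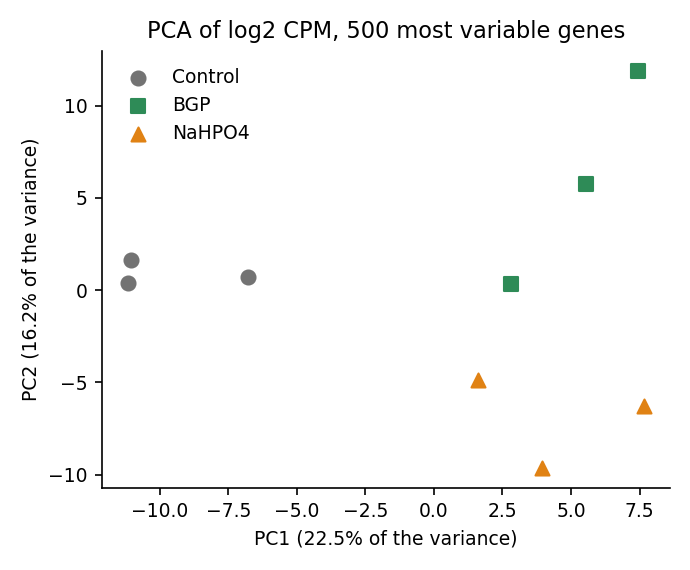
Scores of the 9 libraries on PC1 (horizontal axis) and PC2 (vertical axis), from log2 CPM of the 500 most variable genes. Each point is a library, coloured by condition. The Control libraries lie at -6.79 or below on PC1, and the NaHPO4 libraries lie at -4.85 or below on PC2.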

PCA showed that the three groups (Control, BGP, and NaHPO4) were separated into three different clusters based on two principal components explaining 85% of the variance in the dataset (Figure 2E). The heatmap of differentially expressed genes (DEGs) compared to the control indicates that all three replicates for each condition showed similar expression profiles. Moreover, it shows different clusters of up- and downregulated genes for the different treatments (Figure 2F). 

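Because a heatmap of DEGs is drawn from genes chosen for their difference, the similarity of the replicates was also measured over all tested genes. The correlation of gene-centred log2 CPM averaged 0.00784 between libraries of the same condition and -0.169 between libraries of different conditions, a difference of 0.177 (one-sided exact permutation test over the 280 partitions, p = 0.00357). Over the 500 most variable genes, the difference was 0.223. With the replicate number as a block, the difference was 0.375 (one-sided exact permutation test, p = 0.0278), and the mean correlation of same-numbered libraries' deviations was 0.0127. The block raises this difference even without a replicate effect, so 0.375 against 0.177 does not show a greater similarity. Before centring, the log2 CPM values of replicates of any condition had correlations between 0.993 and 0.994. Over the 139 DEGs of the comparisons with Control, the mean correlation was 0.719 within and -0.397 between conditions. The common biological coefficient of variation was 3.64%.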

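The responses to BGP and NaHPO4 were also tested against each other directly. Between BGP and NaHPO4, 736 genes differed at an FDR below 0.05 with any fold change, of which 456 were higher with BGP and 280 were higher with NaHPO4. In the same fit, 346 genes differed between BGP and Control, and 1009 genes differed between NaHPO4 and Control. The chi-square per degree of freedom between libraries of different conditions lay between 5.96 and 18.2, above that of every pair of replicates.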

Together, these data indicate that FGF23-producing cells show a distinct response toward different types of phosphate. 

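BGP upregulated 66 genes and downregulated 10 genes compared to Control, and NaHPO4 upregulated 61 genes and downregulated 37 genes. In 75 of the 76 DEGs of BGP and in 97 of the 98 DEGs of NaHPO4, the CPM values of the treated and the Control libraries did not overlap. Among all tested genes, the libraries did not overlap in 18.5% for BGP and in 23.2% for NaHPO4, while chance gives 10%. With the replicate number as a block, BGP upregulated 67 and downregulated 9 genes, and NaHPO4 upregulated 63 and downregulated 38 genes (mean correlation of same-numbered libraries' deviations 0.0127). Of the alternatives tried, dropping the minimum log2FC moved these numbers the most, to 255 up and 91 down with BGP, and to 469 up and 540 down with NaHPO4.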

Further analyses of the DEGs showed that BGP upregulated 56 and downregulated 10 genes, while NaHPO4 upregulated 43 genes and downregulated 25 genes compared to control samples (Figure 2G, Tables S1 and S2). Twenty-eight of the upregulated but none of the downregulated genes overlapped between the two types of phosphate (Figure 2H). Moreover, the upregulated genes by BGP did not overlap with the downregulated genes by NaHPO4 and vice versa. 

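Of the DEGs, 35 genes were upregulated by both phosphates, and 0 genes were downregulated by both. At an unadjusted p under 0.05 and the same minimum log2FC, 60 genes rose with both and 14 genes fell with both. The 35 shared genes included *Dmp1*, *Spp1*, *Enpp1*, *Ank*, *Il12a*, *Egr3*, *Hmga2*, *Timp1*, *Prkg2* and *Dusp6*. Of the shared genes, 17 differed between BGP and NaHPO4 at an FDR below 0.05, and 24 had the higher expression with BGP. Another 41 genes were DEGs with BGP alone. Of these, 36 changed in the same direction with NaHPO4, 9 did so at an FDR below 0.05, and 24 differed between BGP and NaHPO4 in the direct test. Another 63 genes were DEGs with NaHPO4 alone. Of these, 53 changed in the same direction with BGP, 6 at an FDR below 0.05, and 24 differed in the direct test. Both phosphates were measured against the same Control libraries, which by itself favours changes in the same direction, so part of this sharing may come from them.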

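Here too, 0 genes were upregulated by one phosphate and downregulated by the other, and 1 gene met the minimum log2FC in opposite directions at an unadjusted p under 0.05. This gene was *Eln*, which encodes elastin and lies on chromosome 5 of GRCm39 from 134731445 to 134776322. *Eln* rose with BGP (log2FC 1.00, standard error 0.275, adjusted p = 0.0378 from edgeR's quasi-likelihood test) and was lower with NaHPO4 (log2FC -0.94, standard error 0.326, adjusted p = 0.0738). Its expression was low, at 1.67 ± 0.436 CPM (SD, n = 3) in Control, 3.34 ± 1.49 CPM with BGP and 0.866 ± 0.333 CPM with NaHPO4. With edgeR's likelihood ratio test, its exact test or no filter on low counts, the decrease of *Eln* with NaHPO4 passed the threshold, with adjusted p-values of 0.0301, 0.0269 and 0.0113. It also passed in the fits without Control replicate 3, BGP replicate 1 or NaHPO4 replicate 3 (adjusted p = 0.0353, 0.0491 and 0.0387), while over all alternatives the adjusted p ranged from 0.0113 to 1. The rise of *Eln* with BGP stayed a DEG in 15 of the 23 alternatives, and its adjusted p ranged from 0.000636 to 1 over them.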

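*Fgf23* (ENSMUSG00000000182) lies on chromosome 6 of GRCm39 from 127049865 to 127059255 on the plus strand and has 3 exons. It was counted 23, 21 and 41 times in the Control libraries, 227, 165 and 175 times with BGP, and 51, 39 and 36 times with NaHPO4. Normalized expression was 1.20 ± 0.367 CPM (SD, n = 3) in Control, 8.39 ± 1.60 CPM with BGP and 1.54 ± 0.271 CPM with NaHPO4. BGP raised *Fgf23* 6.88-fold over Control (log2FC 2.78, standard error 0.203, adjusted p = 1.07e-12 from edgeR's quasi-likelihood test). The difference between NaHPO4 and Control did not pass the test (log2FC 0.35, standard error 0.253, adjusted p = 0.496). Compared directly, *Fgf23* was 5.41-fold higher with BGP than with NaHPO4 (log2FC 2.44, standard error 0.189, adjusted p = 1.14e-11). *Dmp1* (ENSMUSG00000029307) lies on chromosome 5 from 104345340 to 104361974 on the plus strand and has 6 exons. Its expression was 76.0 ± 10.4 CPM (SD, n = 3) in Control, 552 ± 41.8 CPM with BGP and 349 ± 30.3 CPM with NaHPO4. This was a 7.24-fold increase with BGP (log2FC 2.86, standard error 0.0622, adjusted p = 1.2e-28) and a 4.57-fold increase with NaHPO4 (log2FC 2.19, standard error 0.0618, adjusted p = 3.89e-25). *Dmp1* was 1.58-fold higher with BGP than with NaHPO4 (log2FC 0.66, standard error 0.0551, adjusted p = 6.44e-11). For *Fgf23* with BGP and for *Dmp1* with both phosphates, each treated library lay above each Control library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Over the alternatives tried, the log2FC of *Fgf23* with BGP ranged from 2.62 to 3.07, with the highest and lowest values from fits that left out a library. With NaHPO4 it ranged from 0.18 to 0.64, also at its extremes in such fits, and the change passed in none of the alternatives.

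**Figure D2:**
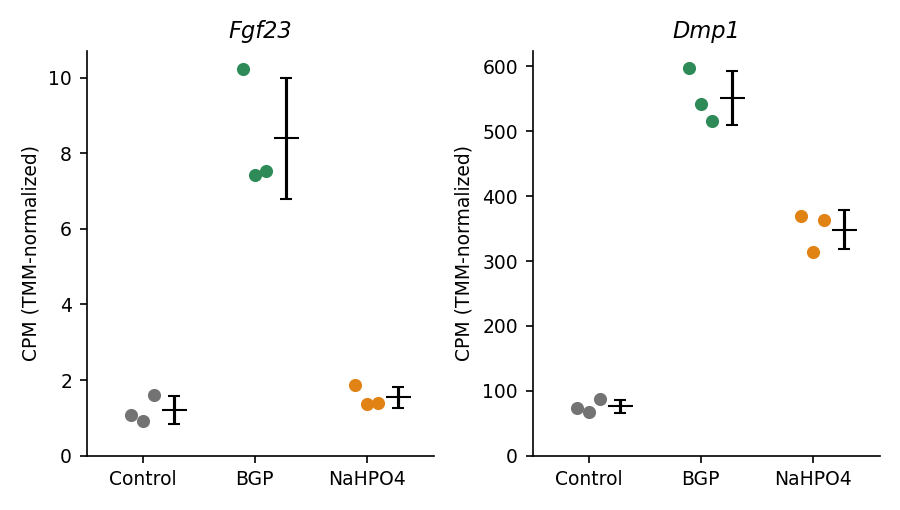
Expression of *Fgf23* (left) and *Dmp1* (right) in TMM-normalized CPM (vertical axes) by condition (horizontal axes). Each point is a library, and the bars beside the points give the mean and SD of 3 libraries. For *Fgf23* the BGP libraries lie above all others, and for *Dmp1* the NaHPO4 libraries lie between Control and BGP.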

In agreement with earlier results, *Fgf23* (indicated with arrow in Figure 2 panel I) showed a 7-fold increase in response to BGP but was not regulated by NaHPO4 (Figures 2I and 2J), while *Dmp1* (indicated with arrow in Figure 2 panel I and J) was upregulated by both BGP (2.9-fold) and NaHPO4 (2.8-fold). Moreover, these results were confirmed in the murine osteocyte cell line OmGFP66 *Fgf23* was only regulated by BGP (7.9-fold), while *Dmp1* was regulated by both BGP (99.6-fold) and NaHPO4 (39.3-fold) (Figures S1G and S1H).^47^

### ALP expression and activity in response to organic and inorganic phosphate

Once added to cell culture medium, BGP is rapidly degraded into inorganic phosphate by alkaline phosphatase (ALP, encoded by *ALPL*).^48^ To study whether BGP or NaHPO4 affects this, we measured ALP activity and expression after addition of BGP or NaHPO4 to the cell culture medium. Expression of *Alpl* was unchanged 24-h after BGP treatment, while NaHPO4 treatment decreased the expression of *Alpl* (Figure S1I). On the other hand, ALP activity was decreased by BGP and unaffected by NaHPO4 (Figure S1J). These results indicate a nuanced response of ALP to different phosphate sources, emphasizing potential complexities in the interplay between organic and inorganic phosphates and their effects on ALP-mediated processes within our experimental model. Moreover, the ALP activity rate in our model implies that BGP is converted to inorganic phosphate in this model, while directly added inorganic phosphate does not increase FGF23.

### BGP and NaHPO4 each regulate unique pathways and processes

Gene ontology (GO) analysis was performed to provide functional interpretation of the 56 and 44 upregulated DEGs by BGP and NaHPO4, respectively. 

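Of the 66 genes that Table S1 lists for BGP, 59 were DEGs here, and of the 68 genes that Table S2 lists for NaHPO4, 64 were DEGs here. All listed genes changed in the direction that the tables give. GO enrichment was not rerun, and the genes behind the terms were compared between the treatments instead.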

Several GO-terms were enriched in both treatment groups, while others were uniquely enriched by either of the two phosphate treatments (Figures 3A, S2A, and S2B). Interestingly, terms indicating that cells respond to an environmental change (GO:0104004: cellular response to environmental stimulus and GO:0007167: enzyme-linked receptor protein signaling pathway) were only enriched in cells treated with BGP (Figure 3A, Table S3). 

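Table S3 lists 7 upregulated genes for cellular response to environmental stimulus, which were all DEGs with BGP. Of these, *Hmga2*, *Timp1*, *Enpp1* and *Prkg2* were also upregulated by NaHPO4, while *Itgb3* and *Adssl1* did not pass an FDR of 0.05 with NaHPO4. Compared directly, 5 of the 7 genes differed between BGP and NaHPO4 at an FDR below 0.05. *Hmga2* and *Timp1* were higher with NaHPO4 than with BGP (log2FC of BGP versus NaHPO4 -0.59 and -0.62, adjusted p = 0.000797 and 4.84e-12 from edgeR's quasi-likelihood test), and *Egr1* was higher with BGP (log2FC 1.16). The 12 genes listed for enzyme-linked receptor protein signaling were all DEGs with BGP as well. Of these, *Il12a*, *Fam20c*, *Enpp1*, *Dusp6* and *Itgb8* were also upregulated by NaHPO4, while *Fgf23*, *Hes1*, *Ltbp2*, *Skil* and *Itgb3* did not pass an FDR of 0.05 with NaHPO4. In the direct comparison, 11 of the 12 genes differed between the phosphates.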

GO-terms indicating regulation of cellular phosphate metabolism (GO:0005315: inorganic diphosphate transport and GO:0030643: cellular phosphate ion homeostasis) were only enriched in cells treated with NaHPO4 (Figure 3A, Table S4).

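The supplement lists *Spp1* and *Enpp1* for phosphate ion homeostasis, and *Ank* and *Enpp1* for inorganic diphosphate transport. All of them were upregulated by both phosphates. *Spp1* rose from 1736 ± 127 CPM (SD, n = 3) in Control to 4839 ± 349 CPM with BGP (log2FC 1.48, adjusted p = 3.42e-23 from edgeR's quasi-likelihood test) and 6786 ± 576 CPM with NaHPO4 (log2FC 1.97, adjusted p = 6.76e-27), and was lower with BGP than with NaHPO4 (log2FC -0.49, adjusted p = 2e-09). *Enpp1* rose with BGP (log2FC 2.63, adjusted p = 4.9e-19) and with NaHPO4 (log2FC 1.94, adjusted p = 2.75e-14), and was higher with BGP than with NaHPO4 (log2FC 0.69, adjusted p = 3.36e-06). *Ank* also rose with BGP (log2FC 1.63, adjusted p = 5.86e-23) and with NaHPO4 (log2FC 1.11, adjusted p = 1.64e-17), and was higher with BGP (log2FC 0.52, adjusted p = 2.42e-09). An exon of *Ank* lies within or overlaps the span of *Otulin*, so some reads there could belong to either gene. Whether it overlaps an exon of *Otulin* was not tested.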

**Figure 3:**
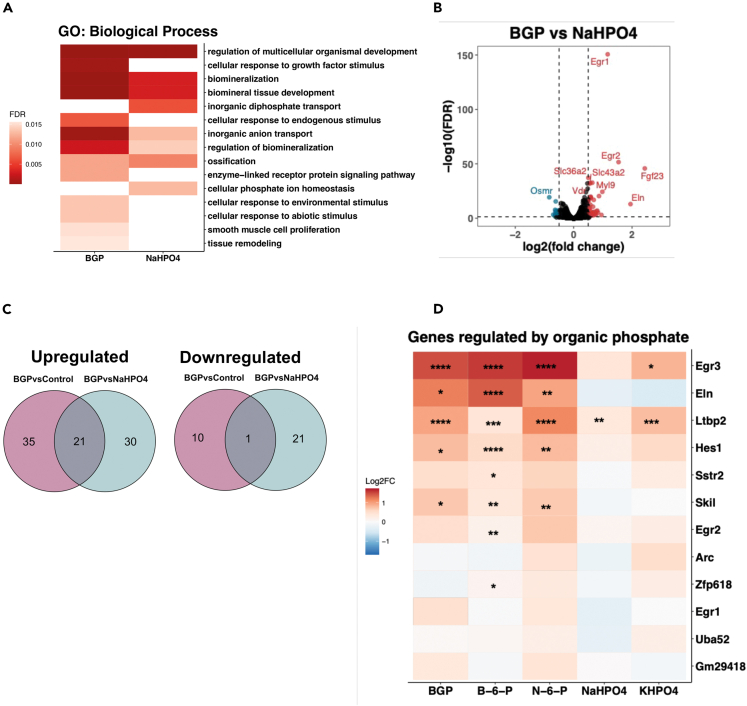
BGP and NaHPO4 regulate unique pathways and processes (A) Results from gene ontology (GO) analysis comparing the top 15 most significantly enriched biological processes for treatment with 4 mM BGP and 4 mM NaHPO4 in which the color represents the false discovery rate (FDR). (B) Volcano plot DEGs by BGP treatment versus control in which blue dots represent downregulated genes and red dots represent upregulated genes. (C) Venn diagrams of genes that are regulated in both BGP versus control (purple) and BGP versus NaHPO4 (blue) conditions. (D) Heatmap of genes regulated uniquely by BGP tested on different phosphates by qPCR, color represents the log2 fold change (Log2FC) after treatment with 4 mM of the indicated phosphate. Gene expression was normalized to housekeeping gene *36.b4*. Error bars indicate ±SEM. Significance was indicated as following: ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001. Abbreviations: BGP: β-glycerophosphate, B-6-P: β-glucosamine-6-phosphate, N-6-P: N-acetyl-D-galactosamine-6 phosphate, NaHPO4: Na_2_HPO_4_/NaH_2_PO_4_, KHPO4: K_2_HPO_4_/KH_2_PO_4_.

Gene set expression analysis (GSEA) was performed on the full dataset to study whether certain Hallmark gene sets were enriched following the phosphate treatments (Figure S2C). The only gene set significantly enriched by both BGP and NaHPO4 treatment was “KRAS SIGNALING UP”. In addition to KRAS signaling, BGP resulted in significant enrichment of the gene sets for the following signaling pathways: “IL2 STAT5 SIGNALING”, “TGF-β SIGNALING”, and “TNF-α SIGNALING VIA NF-κB”. Other significant enriched gene sets by organic phosphate included “ESTROGEN RESPONSE EARLY”, “EPITHELIAL MESENCHYMAL TRANSITION”, “APOPTOSIS”, and “APICAL JUNCTION”. NaHPO4 on the other hand resulted in enrichment of the gene set for “MTORC1 SIGNALING” and was enriched for several gene sets implicating involvement in cell proliferation, namely “E2F TARGETS”, “G2M CHECKPOINT”, and “MYC TARGETS V1” (Figure S2C). Furthermore, inorganic phosphate treatment led to enrichment of gene sets for “ALLOGRAFT REJECTION” and “PROTEIN SECRETION”. 

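The Hallmark gene sets were not used here, and published lists of S phase and G2/M phase genes, from the Seurat package, were tested in their place with limma's camera test at an inter-gene correlation of 0.01. With NaHPO4, the 43 S phase genes had a mean log2FC of 0.22 (adjusted p = 5.04e-19, Benjamini-Hochberg adjustment over the 4 tests of both lists against Control), and 42 of them were higher than in Control. Single genes changed little: 20 of the 43 passed an FDR of 0.05, and 1 was a DEG, *Exo1*. The 54 G2/M phase genes had a mean log2FC of 0.08 (adjusted p = 7.9e-05), with 43 of them higher and 6 past an FDR of 0.05. With BGP, the mean log2FC was -0.02 for the S phase genes (adjusted p = 0.253) and -0.05 for the G2/M phase genes (adjusted p = 0.00273). Compared directly, both lists were lower with BGP than with NaHPO4, with a mean log2FC of -0.24 and -0.13 and a camera p of 2.59e-23 and 1.75e-11 without adjustment. With the replicate number as a block, camera p was 2.11e-18 and 1.83e-05 for the S and G2/M phase genes with NaHPO4, and 0.223 and 0.00221 with BGP (mean correlation of same-numbered libraries' deviations 0.0127). With the inter-gene correlation estimated for each list, the S phase genes kept a camera p of 6.68e-05 with NaHPO4, while the G2/M phase genes had 0.108 with NaHPO4 and 0.206 with BGP, and in the direct comparison the lists had 3.92e-05 and 0.0212.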

Together these data show that processes and signaling pathways regulated by different types of phosphate are highly distinctive.

To generate a more stringent list of genes only regulated by BGP, we compared the transcriptome following the BGP treatment with that of NaHPO4. For this, we compared the list of DEGs following BGP treatments versus the control (Figure 2J) and versus NaHPO4 treatment (Figure 3B, Tables S1 and S5). 

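Compared to NaHPO4, BGP gave 52 genes with higher and 28 genes with lower expression, and in 77 of these 80 DEGs the libraries did not overlap. Among all tested genes, 21.2% had libraries that did not overlap, while chance gives 10%. With the replicate number as a block, 54 genes were higher and 33 were lower (mean correlation of same-numbered libraries' deviations 0.0127). The share of DEGs that were higher with BGP was 65% and depended on the normalization, with 52.3% when the libraries were scaled by total counts only. Of the 73 genes that Table S5 lists, all changed in the direction the table gives and 64 were DEGs here.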

Genes that were differentially expressed after BGP treatment compared to both the control and NaHPO4 treatment were selected for further study as they show the same regulation pattern as *Fgf23*. This resulted in a list of 21 upregulated genes and 1 downregulated gene (Figure 3C). 

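Here, 21 genes were higher with BGP than with both Control and NaHPO4. They were *Fgf23*, *Dmp1*, *Enpp1*, *Ank*, *Gm42793*, *Il12a*, *Trib1*, *Hivep3*, *Scml4*, *Egr1*, *Egr2*, *Egr3*, *Skil*, *Arc*, *Hes1*, *Gm29418*, *Ltbp2*, *Sstr2*, *Eln*, *Zfp618* and *Col2a1*. *Col2a1* was at the threshold with BGP (log2FC 0.50, standard error 0.0937, adjusted p = 0.000754 from edgeR's quasi-likelihood test) and was lower with NaHPO4 (log2FC -0.45, standard error 0.0954, adjusted p = 0.00141). Lower expression with BGP than with both was found for 2 genes, among them *Scand1*. *Scand1* fell from 35.5 ± 2.79 CPM (SD, n = 3) in Control to 20.4 ± 5.08 CPM with BGP (log2FC -0.80, standard error 0.101, adjusted p = 8.4e-07), and was lower than with NaHPO4 (log2FC -0.51, standard error 0.102, adjusted p = 0.00104), although its BGP and NaHPO4 libraries overlapped. With the replicate number as a block, 22 genes were higher and 2 were lower (mean correlation of same-numbered libraries' deviations 0.0127).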

Of these 22 DEGs, 9 showed a stronger upregulation in response to BGP than to NaHPO4, while 13 genes, including *Fgf23*, were uniquely regulated by BGP (Table S6). 

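Among the 9 genes that Table S6 gives as more strongly regulated, *Ank*, *Dmp1*, *Gm42793*, *Il12a* and *Enpp1* were DEGs with NaHPO4, with *Hivep3* also past an FDR of 0.05, and the log2FC with NaHPO4 ranged from 0.37 to 2.19. Of these 9 genes, 8 were DEGs between BGP and NaHPO4. *Syt12* was not (log2FC 0.52, standard error 0.171, adjusted p = 0.0729 from edgeR's quasi-likelihood test). Of the genes given as uniquely regulated, the 12 followed here were all DEGs of BGP against both Control and NaHPO4, and their log2FC with NaHPO4 ranged from -0.94 for *Eln* to 0.85 for *Egr3*. *Egr3* was upregulated by NaHPO4 as well (log2FC 0.85, standard error 0.0696, adjusted p = 2.84e-11), and more by BGP (log2FC 1.83), with a log2FC of 0.98 between them. *Egr1* rose with BGP (log2FC 0.89, standard error 0.0425) and was lower than Control with NaHPO4 (log2FC -0.28, standard error 0.0441, adjusted p = 2.7e-05). *Egr2* rose with BGP (log2FC 1.37, standard error 0.102) and not with NaHPO4 (log2FC -0.16, standard error 0.114, adjusted p = 0.471). *Skil* and *Hes1* rose with BGP (log2FC 0.66 and 0.70) and were near Control with NaHPO4 (log2FC 0.07 and 0.04, adjusted p = 0.614 and 0.921). The paper reasons that genes with the regulation pattern of *Fgf23* are candidates for an association with it, and carries the uniquely regulated genes on to tests with other phosphates.

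**Figure D3:**
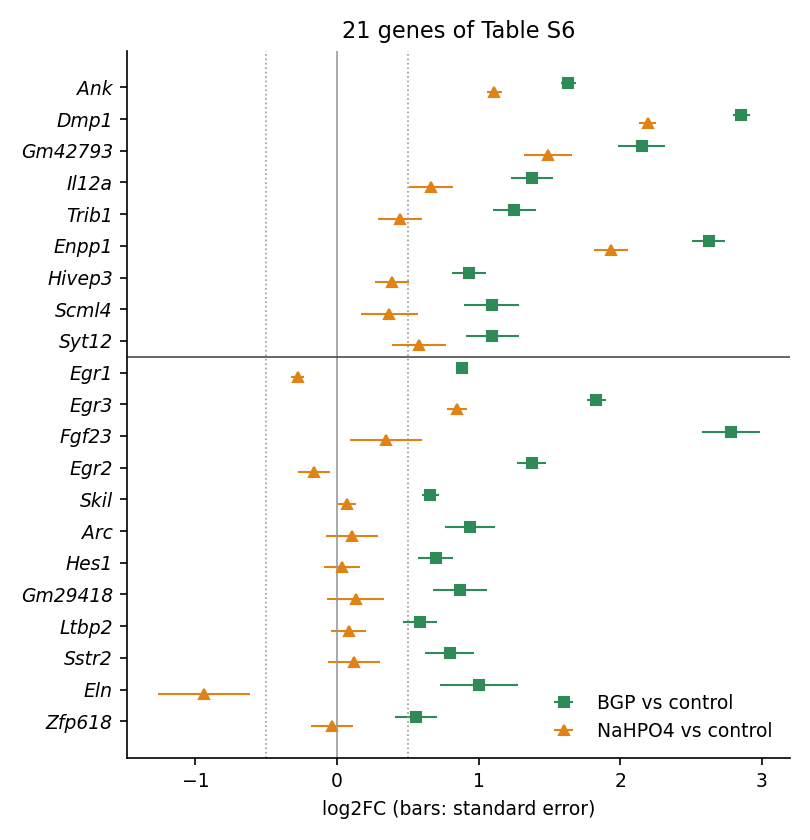
The log2FC against Control (horizontal axis) of 21 genes of Table S6, with BGP (squares) and NaHPO4 (triangles). Bars give the standard error, dotted lines the minimum log2FC of 0.5 in either direction. Genes above the horizontal line are those given as more strongly regulated, genes below it those given as uniquely regulated, among which only *Egr3*, at 0.85, lies past 0.5 on the positive side with NaHPO4.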

Apart from *Fgf23* (Figure 2B), the other 12 genes were validated using the other phosphates N-6-P, B-6-P, and KHPO4 to see whether they responded similarly to BGP and NaHPO4. Of the 12 genes tested, three were significantly regulated by the organic phosphate but not by the inorganic phosphate (Figure 3D) and therefore elastin (*Eln*), hairy enhancer of split-1 (*Hes1*) and SKI-like proto-oncogene (SnoN, encoded by *Skil*) were marked as potentially associated with FGF23, as they have the same regulation pattern as *Fgf23*. Early growth response (*Egr*) −1, −2, and −3 were included in the analysis as positive controls, as they are known downstream targets of MAPK signaling, which has been associated with FGF23 regulation before.^49^^,^^50^^,^^51^

Using IPA, upstream regulator analysis was performed on all genes differentially expressed after treatment with BGP to screen for potential upstream regulators in the dataset. This revealed not only several upstream regulators including phosphate but also TGF-β1 (Figure S2D), which is central to the TGF-β signaling pathway as found in the GSEA analysis (Figure S2C).

### MAPK and TGF-β signaling are involved in regulation of FGF23 by phosphate

To further examine whether EGR1, EGR2, and EGR3, HES1, SKIL, and TGF-β signaling are directly involved in the regulation of FGF23, inhibitors were used against these proteins and signaling pathways. ELN was excluded from further scrutiny as we found no possibility to inhibit it in differentiated MC3T3-E1 cells. MEK inhibitor U0126 was used to inhibit MAPK signaling.^52^ Both *Fgf23* and *Dmp1* expression were decreased when U0126 was used (Figures 4A and 4B). BGP increased *Fgf23* (F(1,20) = 55.07, *p* < 0.0001) and *Dmp1* F(1,20) = 296.14, *p* < 0.0001) while U0126 decreased the expression of *Fgf23* F(df) = 77.78, *p* < 0.0001) and *Dmp1* F(df) = 215.42, *p* < 0.0001). The combined treatment of U0126 and BGP resulted in significantly lower expression levels of both *Fgf23* and *Dmp1* compared to the treatment with BGP alone (Figures 4A and 4B). Two-way ANOVA analyses showed a strong significant interaction effect between BGP and U0126 in regulation of both *Fgf23* (F(1,20) = 55.07, *p* < 0.0001) and *Dmp1* (F(1,20) = 296.14, *p* < 0.0001), implicating the functional involvement of MAPK signaling in regulation of FGF23 and DMP1 expression by BGP. The response to BGP by *Egr1*, *-2*, and -*3* was inhibited by MEK inhibitor U0126, but no significant interaction between BGP and U0126 was found, while *Hes1*, *Skil*, and *Eln* were unaffected by U0126 (Figures S3A–S3F). Together these data indicate that expression of *Fgf23*, *Dmp1*, *Egr1*, *2*, and *3* are regulated by the MAPK signaling pathway.

**Figure 4:**
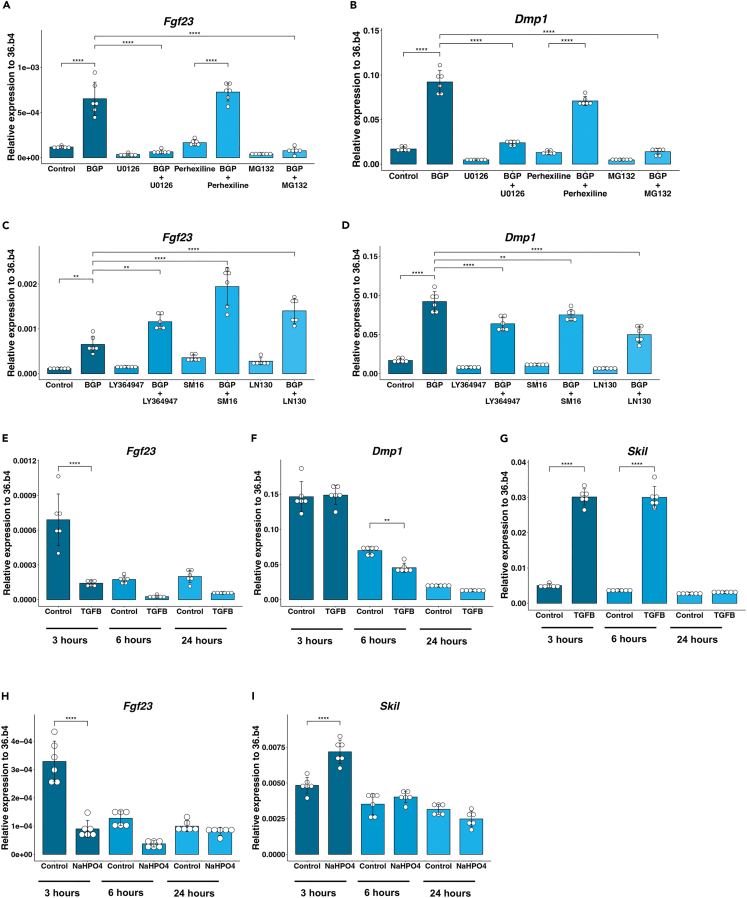
Regulation of FGF23 by different phosphate through MAPK and TFG-β signaling (A and B) Expression of (A) *Fgf23* and (B) *Dmp1* after treatment with 4 mM BGP, 10 μM MEK inhibitor U0126, HES1 inhibitor 15 μM perhexiline, proteasome inhibitor 1 μM MG132, or a combination. (C and D) Expression of (C) *Fgf23* and (D) *Dmp1* after treatment with 4 mM BGP, TGF-β inhibitors: 5 μM LY364947, 10 μM SM16 or 10 μM IN130, or a combination. (E–G) Expression of (E) *Fgf23,* (F) *Dmp1* and (G) *Skil* after addition of 10ng/mL TFG-β for 3, 6 or 24 h. (H and I) Expression of (H) *Skil* and (I) *Fgf23* after addition of 4 mM NaHPO4 for 3, 6 or 24 h. Gene expression was normalized to housekeeping gene *36.b4*. Error bars indicate ±SEM. Significance was indicated as following: ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

Perhexiline, a HES1 gene expression signature antagonist,^53^ did not inhibit BGP-induced regulation of *Fgf23* or *Dmp1* expression, indicating that it is unlikely that HES1 is a regulator of FGF23 (Figures 4A and 4B). The other genes of interest were also not affected by perhexiline, suggesting that HES1 does not have a regulating role, but rather is co-regulated with FGF23.

Skil (SnoN), a protein that exhibited the same regulation pattern as FGF23 in our earlier analyses, is known for its negative regulation of TGF-β signaling—a pathway identified as regulated by BGP in our GSEA analysis—is degraded by the ubiquitin-proteasome pathway. The proteasome inhibitor MG132 has been shown to stabilize SnoN and decrease TGF-β activation.^54^ Interestingly, MG132 inhibited the expression of *Fgf23* (F(df) = 71.58, *p* < 0.0001) and *Dmp1* (F(df) = 265.07, *p* < 0.0001), indicating that SnoN may act as a negative regulator of FGF23, despite showing a similar regulatory pattern as *Fgf23* in our RNA sequencing experiment. (Figures 4A and 4B). Moreover, we observed a significant interaction effect between BGP and MG132 on both *Fgf23* (F(1,20) = 41.61, *p* < 0.0001) and *Dmp1* (F(1,20) = 140.91, *p* < 0.0001). Combining the treatments resulted in reduced *Fgf23* and *Dmp1* expression compared to BGP alone (Figures 4A and 4B). Interestingly, *Smad7*, which like SnoN is a negative regulator of TGF-β signaling, was not affected by BGP alone, but showed increased expression when BGP was combined with MEK inhibitor U0126 (Figure S3G).^55^ Together, these data indicate that stabilization of SnoN results in decreased expression of *Fgf23*, *Dmp1*, *Hes1*, *Skil*, *Eln*, *Egr1*, -*2*, and -*3*, indicating that these genes might be regulated by TGF-β. Moreover, the regulation of *Smad7* by BGP in the absence of MAPK signaling indicated that there is crosstalk between MAPK signaling and TGF-β signaling in the presence of BGP.

As MG132 is non-specific for SnoN, we performed additional experiments to show that indeed TGF-β signaling is involved in the regulation of FGF23. To this end, three different inhibitors of the TGF-β signaling pathway were used. LY364947 inhibits both canonical and non-canonical signaling by blocking phosphorylation of TGF-β receptors 1 and 2, SM16 inhibits phosphorylation of SMAD2 and SMAD3, while IN130 inhibits SMAD2 phosphorylation and its nuclear translocation.^56^ LY364947 (F(1, 20) = 22.26, *p* = 0.0001), SM16 (F(1, 20) = 29.75, *p* = 0.0001), and IN130 (F(1,20) = 17.58, *p* = 0.0004) all synergistically increased *Fgf23* expression (Figure 4C). In contrast, the *Dmp1* response to BGP was decreased in the presence of each of the TGF-β inhibitors, with significant interaction between LY364947 (F(1,20) = 9.46, *p* = 0.006) or IN130 (F(1,20) = 22.13, *p* = 0.0001) and BGP (Figure 4D). The response of *Hes1*, *Eln*, and *Egr3* was not altered by TGF-β inhibitors, while expression of *Skil* was decreased regardless of BGP (Figures S4A–S4C and S4F). The expression of *Egr1* and -*2* was slightly increased by BGP when SMAD phosphorylation was inhibited by SM16 but remained unchanged following treatment with either of the other two inhibitors (Figures S4D and S4E). Smad7 was downregulated by LY364947 and IN130 but not by SM16 (Figure S4G).

In agreement with these results, treatment with recombinant TGF-β1 resulted in decreased *Fgf23* expression within 3 h (Figure 4E), while expression of *Dmp1* was unaffected at that time point. Meanwhile, *Skil* expression was strongly increased within 3 h of TGF-β1 addition (Figure 4G). These findings suggest that TGF-β signaling exerts a negative regulatory effect on *Fgf23* expression, potentially mediated through the modulation of *Skil*. To investigate whether activation of TGF-β signaling is involved in the lack of regulation of *Fgf23* by inorganic phosphate, we studied the expression of *Skil* and *Fgf23* after 3-, 6-, and 24-h treatment with NaHPO4. Notably, we observed an upregulation of *Skil* expression 3 h after NaHPO4 treatment and decrease in *Fgf23* expression (Figures 4H and 4J).

## Discussion

Phosphate is present in most food sources either as naturally occurring organic phosphate or as added inorganic phosphate.^2^ Previous studies have shown that inorganic dietary phosphate increases circulating phosphate and FGF23 levels, while organic phosphate does not have this effect.^23^^,^^24^ The current study was performed to determine the effect of both types of phosphate on murine FGF23-producing cells. It showed that treatment of MC3T3-E1 osteocyte-like cells with the organic phosphates BGP, B-6-P, or N-6-P resulted in higher expression and secretion of FGF23, while the inorganic phosphates NaHPO4 and KHPO4 did not affect FGF23, these results were validated by RNA sequencing. Interestingly, G-3-P, a kidney-derived organic phosphate previously shown to increase FGF23 levels when directly injected into mice, did not affect *Fgf23* expression in our study.^45^ Gene ontology analysis showed that processes enriched in BGP-treated cells were associated with a cell responding to an environmental change, while cells treated with NaHPO4 were enriched for processes involved in maintaining ion homeostasis, indicating that organic and inorganic phosphate have very distinct effects on osteocyte-like cells. Finally, we found that FGF23 is regulated by organic phosphate through a balance of both MAPK and TGF-β signaling. The transporter by which organic phosphate can enter the cell or the receptor to which it can bind is thus far unknown. It had been speculated that phosphate transporters PiT1 (SLC20A1) and PiT1 (SLC20A2) or FGFR1c function as phosphate sensors. These could also be the potential sensors of organic phosphate.^57^ However, more research into how organic phosphate can affect these pathways is needed.

### Effects of phosphate on FGF23 expression

Studies on the direct effect of phosphate on FGF23 production and secretion have not been conclusive thus far. Our study might provide an explanation for these discrepancies, as the source of phosphate seems to be essential for its ability to stimulate FGF23. Several controlled feeding studies in humans have shown that high phosphate intake resulted in higher levels of FGF23, while lower intake resulted in a decrease.^35^^,^^36^^,^^37^ Some of these studies also reported higher serum phosphate levels when subjects were fed a meal with high inorganic phosphate, while others did not.^38^^,^^39^ Moreover, glial cells missing homolog2 (*Gcm2*) null mice which suffered from hyperphosphatemia, and MC3T3-E1 cultures treated with phosphate did not have elevated *Fgf23* transcripts.^40^^,^^41^^,^^58^ A study by Takashi et al. showed increased serum FGF23 levels in mice fed a high phosphate diet, but after further studies in UMR106 cells, they hypothesized that this was due to decreased FGF23 cleavage rather than increased FGF23 production.^42^ Nonetheless, some studies have shown that addition of phosphate *in vitro* does result in increased FGF23 expression.^43^^,^^44^ Additionally, the study by Simic et al. showed that organic phosphate G-3-P increased serum FGF23 levels while sodium hydrogen phosphate did not. In our study, G-3-P did not stimulate the expression of *Fgf23*. It is noteworthy that, in contrast to our study, Simic et al. did not demonstrate direct effects of G-3-P on FGF23 in an *in vitro* cell culture system. This suggests that G-3-P may undergo additional modifications or the presence of intermediate molecules *in vivo,* which could be essential for its stimulatory effect on FGF23. The discrepancy in the response of G-3-P between our study and the work by Simic et al. highlights the need for further investigation of the complex interactions between phosphate and FGF23.^45^

### Role for ALP in FGF23 stimulation

While ALP was not the focus of this paper, its potential role in FGF23 activation by BGP is interesting. Previous studies have shown that when BGP is added to culture medium, it is rapidly converted to inorganic phosphate.^48^ Beck et al. (2000) have shown that generation of free phosphate by ALP after addition of BGP is necessary for the induction of osteopontin (OPN) expression.^59^ However, in this study, addition of inorganic phosphate also stimulated the expression of *Opn*, while in our study inorganic phosphate failed to stimulate *Fgf23*. It is therefore unlikely that the inorganic phosphate resulting from the conversion of BGP stimulates FGF23. However, since BGP had a lowering effect on ALP activity, while NaHPO4 did not, we cannot exclude that ALP is involved in the regulation of FGF23 by BGP. Future research should take this potential role of ALP into account by performing experiments both in the presence and absence of ALP.

### Organic phosphate stimulates FGF23 through MAPK and TGF-β signaling

The fact that only organic phosphate regulated FGF23 in this study, while DMP1 was regulated by both types of phosphate thereby indicating that both types of phosphate elicited a different phosphate response, provided us with the opportunity to get a deeper understanding of FGF23 regulation. As described before by Takashi et al., inhibition of MAPK signaling regulates the FGF23 response of osteocytes to phosphate via EGR1 and -2. However, they stated that this was due to increased expression of *GalNt3*, which prevents FGF23 cleavage.^42^ Here we show that organic phosphate can directly stimulate FGF23 and DMP1 through MAPK signaling. Inhibition of MAPK signaling inhibited both the response of *Fgf23* and *Dmp1* to BGP as well as *Egr1*, *2*, and *3*, but not *Hes1*, *Skil*, and *Eln*. Therefore, it is likely that *Fgf23* is directly regulated by MAPK signaling through *Egr1*, *2*, and *3*.

Interestingly, MG132 which has been described to inhibit the degradation of SnoN, encoded by *Skil*, also inhibited the response of *Fgf23* to BGP.^60^ This was unexpected as *Skil* followed the expression pattern of *Fgf23* in response to organic phosphate. It has been described previously that *Skil* expression is negatively regulated by the SMAD/SnoN transcriptional repressor complex.^61^ To date, very few other genes have been described as a target for the SMAD/SnoN complex.^62^ Our data indicates that *Skil* might play a role in repressing *Fgf23* expression suggesting a complex regulatory role of the SMAD/SnoN transcriptional repressor complex in the modulation of *Fgf23* and controlling the response to phosphate. Inhibition of SMAD2/3 phosphorylation and nuclear translocation resulted in increased *Fgf23* expression in the absence of BGP, while the addition of recombinant TGF-β1 resulted in less *Fgf23* transcripts. Moreover, inhibition of TGF-β signaling resulted in decreased expression of *Skil*. Together, this indicates that TGF-β1 is a negative regulator of FGF23 and that upregulation of *Skil* could possibly control this signaling pathway in response to BGP.^56^ Of note, TGF-β2 has been described to have a stimulating effect on FGF23 in UMR106 cells, indicating different forms of TGF-β might have opposite effects on FGF23.^63^ Together, our results indicate that *Fgf23* is regulated by both MAPK signaling and TGF-β signaling, whereby disturbances in either of these pathways result in deregulated *Fgf23* expression. Finally, we found that NaHPO4 quickly upregulates expression of *Skil* while downregulating *Fgf23*. These findings suggest a potential link between *Skil* and the absence of FGF23 activation in response to inorganic phosphate. However, it is important to exercise caution and emphasize that additional research is needed to fully elucidate the underlying mechanisms and confirm this relationship.

### Potential implications of differential effects of phosphate types on FGF23

To our knowledge, we are the first to compare the direct effects of different types of phosphate at the level of FGF23 synthesizing cells. Typically, when studying the effects of phosphate interventions, cells or animals are treated with NaHPO4, which, based on our current findings, would explain the lack of FGF23 stimulation found in some of these studies. Moreover, our study has important implications as to how we should interpret the relationship between dietary phosphate and FGF23. Based on our findings, there is an urgent need to investigate how increased consumption of inorganic phosphate over the last decades may have influenced the organic/inorganic phosphate ratio in our circulation and what that entails at the level of the osteocytes. Our findings indicate that when this ratio is shifted toward inorganic phosphate, this may result in insufficient phosphate clearance and disturbed homeostasis consequently. It is also consistent with observations in several epidemiological studies describing that elevated or even high-normal serum (inorganic) phosphate levels are associated with the risk of cardiovascular events, fracture risk, and premature aging.^2^^,^^14^^,^^26^^,^^64^ Understanding the precise mechanisms by which different forms of phosphate impact on FGF23 expression and secretion may have implications for the development of therapeutic strategies targeting phosphate metabolism related disorders and associated bone disorders but may also lead to nutritional interventions to reduced inorganic phosphate intake.

### Limitations of the study

As our findings were generated *in vitro* and were conducted in two murine osteocyte-like cell lines, they cannot be directly translated to *in vivo* effects of a high dietary inorganic phosphate intake or other *in vitro* models. Therefore, validation of these results in different models is essential toward gaining understanding in the regulation of FGF23 by both organic and inorganic phosphates. Additionally, an important consideration in our study is the consistent presence of 1 mM sodium phosphate monobasic (NaH_2_PO4-H_2_O) in the alpha-MEM formulation across all conditions, which may have introduced a potential confounding factor. Future study designs should carefully evaluate the impact of this ambient phosphate concentration on FGF23 regulation. To date, there is little knowledge on how phosphate is processed after intestinal absorption and the ratio of serum organic/inorganic phosphate is barely studied. It is therefore currently impossible to implicate a correlation between dietary inorganic and inorganic serum phosphate levels and an inappropriate FGF23 response. However, the fact that serum phosphate levels only rise with a high inorganic phosphate diet in animal studies indicates that the FGF23 being synthesized is not sufficient to normalize phosphate homeostasis.^23^^,^^24^ Additionally, our study did not consider the role of parathyroid hormone (PTH). Recent research by Centeno et al. (2019) has highlighted the potential involvement of the calcium sensing receptor in the parathyroid as a phosphate sensor. Inorganic phosphate has been shown to stimulate the secretion of PTH, which, in turn, can enhance the secretion of FGF23 by osteocytes.^65^ To shed light on these complex regulatory systems, it is important that future research focuses on controlled feeding studies comparing high inorganic to organic phosphate dietary loads.

### Conclusion

In conclusion, our findings provide valuable molecular and mechanistic insights into the response of FGF23-producing cells to either inorganic or organic phosphate. Specifically, we have demonstrated that FGF23, a key regulator of phosphate homeostasis, is solely influenced by organic phosphate. Speculatively, if the use of inorganic phosphates as food additives were to increase the ratio of inorganic phosphate in serum, it is plausible that this shift could potentially lead to adverse health effects. Therefore, it is crucial to study how our changing diets alter the circulating inorganic/organic phosphate ratio in our bodies, since too much inorganic phosphate may disturb phosphate homeostasis.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Chemicals, peptides, and recombinant proteins**		

Alpha-minimum essential medium (αMEM)	Gibco	Cat#: A10490-01
Fetal bovine serum (FBS)	Gibco	Cat#: F7524-500ML Batch#: 0001661160
Beta-glycerophosphate	Sigma-Aldrich	Cat#: G5422-100G
Ascorbic acid	Sigma-Aldrich	Cat#: A4403
Dexamethasone	Sigma-Aldrich	Cat#: A4544
Rat tail collagen type 2	Sigma-Aldrich	Cat#: D4902
β-glucosamine-6-phosphate (B-6-P)	Sigma-Aldrich	Cat#: G5509-10MG
N-acetyl-D-galactosamine-6 phosphate (N-6-P)	Sigma-Aldrich	Cat#: 92689-10MG
Glycerol-3-phosphate (G3P)	Sigma-Aldrich	Cat#: G7886-1G
U0126	MedChemExpress	Cat#: HY-12031A
LY364947	MedChemExpress	Cat#: HY-13462
SM16	MedChemExpress	Cat#: HY-111482
IN130	MedChemExpress	Cat#: HY-18758
Perhexiline	Sigma-Aldrich	Cat#: SML0120
MG132	MedChemExpress	Cat#: HY-13259
TRIzol reagent	ThermoFisher Scientific	Cat#: 15596018

**Critical commercial assays**		

C-terminal FGF23 mouse/rat ELISA	Immutopics	Cat#: 60-6300
Intact FGF23 mouse/rat ELISA	Immutopics	Cat#: 60-6800
RevertAid First Strand cDNA Synthesis Kit	ThermoFisher Scientific	Cat#: K1622
Truseq RNA stranded polyA library prep kit	Illumina	Cat#: 20020595
Agilent RNA 6000 Nano Kit	Agilent	Cat#: 5067-1511

**Deposited data**		

RAW data	This paper	GSE245758

**Experimental models: Cell lines**		

MC3T3-E1 clone#4	ATCC	Cat#: CRL2593
OmGFP66	Kind gift from Sarah Dallas	N/A

**Software and algorithms**		

R studio	Posit PBC	
Artificial Intelligence RNA-seq (AIR)	Sequentia Biotech	
Ingenuity Pathway Analysis	Qiagen	

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Bram van der Eerden ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

• RNA-seq data have been deposited at GEO and is publicly available as of the date of publication. The accession number is listed in the key resources table.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

#### Cells

MC3T3-E1 subclone #4 were obtained from ATCC (Virginia, USA) and OmGFP66 were gifted by Sarah Dallas. Both MC3T3-E1 were kept in alpha-minimum essential medium (αMEM; A10490-01, Gibco, Paisley, UK), supplemented with 10% fetal bovine serum (Gibco), 100 Units/mL penicillin and 100 μg/mL streptomycin (Gibco) in a humid environment containing 5% CO2 at 37°. OmGFP66 were kept in the same medium as MC3T3-E1 cells supplemented with 2 mM L-glutamine (Gibco) in a humid environment containing 5% CO2 at 37°.

### Method details

#### Cell culture

The murine pre-osteoblastic MC3T3-E1 cell line was cultured and passaged in proliferation medium, αMEM supplemented with 10% fetal bovine serum, 100 Units/mL penicillin and 100 μg/mL streptomycin. For experiments, 2.0∗10^4^ cells were seeded in 12-wells plates and kept for 2 days in proliferation medium before being switched to osteogenic medium (αMEM, 10% FBS, 100 Units/mL penicillin and 100 μg/mL streptomycin, 10 mM β-glycerophosphate (BGP, Sigma-Aldrich, Missouri, United States), 50 μg/mL ascorbic acid (Sigma-Aldrich) and 0.1 μM dexamethasone (Sigma-Aldrich).^66^ The osteocyte cell line OmGFP66 was cultured and passaged in proliferation medium. For experiments, 7.0∗10^4^ were seeded in a 12-wells plate coated with 0.15 mg/mL rat tail collagen type 2 (Sigma-Aldrich) and kept in proliferation medium until confluency was reached. Cells were then switched to osteogenic medium (αMEM, 3% FBS, 100 Units/mL penicillin and 100 μg/mL streptomycin, 5 mM β-glycerophosphate, 50 μg/mL ascorbic acid and 2 mM L-glutamine.^47^ Cells were differentiated into FGF23-producing cells for 21 days, after which β-glycerophosphate was removed from the differentiation medium and cultures were continued until day 28. Cells were treated for 24 h on day 27, unless indicated otherwise, before being lysed to obtain total RNA as described below. Expression of osteocyte markers at day 28 was assessed by quantitative real-time PCR.

For RNA sequencing, cells were treated with either 4 mM BGP or a mixture of Na_2_HPO_4_ and NaH_2_PO_4_ (NaHPO4, pH 7.4, Sigma-Aldrich) for 16 h. For validation purposes, cells were treated with 4 mM of 5 different types of phosphate: BGP, NaHPO4, K_2_HPO_4_/KH_2_PO_4_ (KHPO4, pH 7.4, Sigma-Aldrich), β-glucosamine-6-phosphate (B-6-P, Sigma-Aldrich) and N-acetyl-D-galactosamine-6 phosphate (N-6-P, Sigma-Aldrich), glycerol-3-phosphate (G3P, Sigma-Aldrich). For other experiments, cells were treated with 4 mM BGP or 4 mM NaHPO4 combined with either 10 μM MEK inhibitor U0126, TGF-β inhibitors LY364947 (5 μM; MedChemExpress, New Jersey, USA), SM16 (10 μM; MedChemExpress), IN130 (10 μM; MedChemExpress), HES1 inhibitor perhexiline (15 μM; Sigma-Aldrich), proteasome inhibitor MG132 (1 μM; Sigma-Aldrich), human recombinant TGF-β1 (10 ng/mL; Cedarlane, Burlington, Canada) or any of these compounds alone. 1 mM sodium phosphate monobasic (NaH2PO4-H2O) was consistently present in all experimental conditions, as part of the αMEM formulation. Figure 1 summarizes the phosphates and compounds that were used for each type of experiment.

#### RNA isolation, cDNA synthesis and quantitative real-time PCR

Cells were lysed in TRIzol Reagent (ThermoFisher Scientific, Massachusetts, USA), and 1/5 volume of chloroform was added for phase separation. Samples were centrifuged at 14,000 x *g* for 20 min and the aqueous phase was collected. RNA was precipitated by adding an equal volume of isopropanol to the aqueous phase followed by overnight incubation at −20°C. The next day, samples were centrifuged 30 min at 14,000 x *g* at 4°C. The supernatant was discarded, and samples were washed with 100% ethanol, followed by an incubation with 0.1 M EDTA (Invitrogen, Massachusetts, USA) and 8 M Lithium Chloride (Merck, New Jersey, USA) overnight at −20°C to remove hydroxyapatite and other minerals present in the extracellular matrix. Then, samples were centrifuged for 30 min at 14,000 x *g* and 4°C and washed three times with 70% ethanol, followed by a final wash in 100% ethanol. Finally, pellets were dissolved in RNase-free H_2_O. Total RNA concentration was determined using the NanoDrop 8000 Spectrophotometer (ThermoFisher Scientific, Massachusetts, USA). One μg of total RNA was reverse transcribed using the RevertAid First Strand cDNA Synthesis Kit (ThermoFisher Scientific) according to the manufacturer’s protocol. Gene expression was evaluated by quantitative real-time PCR using a QuantStudio 7 Flex Real-Time PCR system (Applied Biosystems, Massachusetts, USA) and SYBR green PCR master mix reagent (Promega, Wisconsin, USA). All primer sets were designed to span at least one exon-exon junction (Table S7). In order to calculate the relative expression of the genes of interest, the Ct values of the target genes were subtracted from the housekeeping gene *36.b4* in order to obtain the ΔCt. and expressed as 2^−ΔCt^.

#### Enzyme-linked ImmunoSorbent assay (ELISA)

Conditioned medium was collected from cells and directly stored at −80°C. To determine Intact and C-terminal Fgf23, the ELISA kits Mouse/Rat Fgf-23 (Intact) and Mouse/Rat Fgf-23 (C-Term) (both from Immutopics, California, USA) were used according to the manufacturer’s protocols.

#### Alkaline phosphatase and protein assays

Alkaline phosphatase (ALP) and protein measurements were performed at day 28 of cell culture as described previously.^67^ ALP activity was determined by an enzymatic reaction, where the ALP-mediated conversion of *para*-nitrophenylphosphate (pNPP) (Sigma) to paranitrophenol (PNP). Thawed cellular extracts were sonicated using a Soniprep 150 (Sanyo) until homogeneous. 10 μL sample was mixed with 90 μL PBS/Triton (0.1%) (Sigma-Aldrich). To each tube, 100 μL of *p*-NPP was added, vortexed, and incubated in a water bath at 37°C. After 10 min, the reaction was stopped by adding 250 μL of 0.1 M sodium hydroxide (Sigma-Aldrich). Absorbance was measured at 405 nm using a microplate reader. ALP results were adjusted for protein content of the cell lysates. To this end Pierce BCA Protein Assay Kit (ThermoFisher Scientific) was used. Fresh WR was prepared by mixing 50 parts of BCA reagent A with 1 part of BCA reagent B (50:1, Reagent A to B). 25 μL of each standard or unknown sample replicate was pipetted into a microplate well. Following this, 200 μL of the WR was added to each well and the plate was thoroughly mixed. The plate incubated at 37°C for 30 min in the dark.). The absorbance at 595 nm was measured using a plate reader.

#### RNA sequencing and bioinformatics analysis

RNA isolation was performed as described above. RNA concentration and size distributions were analyzed on an Agilent Bioanalyzer RNA 6000 Nano chip (ThermoFisher Scientific). RNA sequencing library was prepared using the Truseq RNA stranded polyA library prep kit (Illumina, California, United States). Sequencing was performed at 2 × 50 bp on a NovaSeq 6000 (Illumina). To analyze RNA-seq data the Artificial Intelligence RNA-seq (AIR) was used (https://sequentiabiotech.com/). RNA-seq data validation, pairing and FastQC quality control were performed after which the reads were mapped against the mouse (Genbank: GRCm39/Ensembl, release 104) genome. For identification of differentially expressed genes (DEGs) the EdgeR method was used within AIR. Genes with a log2 fold-change >0.5 and a false discovery rate (FDR) < 0.05 were considered significantly different.

Gene Ontology analysis was done using the R package clusterProfiler (version 4.6.0),^68^ and GO terms were trimmed using REVIGO (https://revigo.irb.hr). Gene set enrichment analysis (GSEA) was performed on the normalized TPM values using Hallmark analysis within GSEA (version 4.2.3, Broad Institute). Ingenuity Pathway Analysis (IPA; Ingenuity Systems) was used to predict target pathways and study interactions between overrepresented genes.

### Quantification and statistical analysis

The data are shown as mean ± standard error of mean (SEM), in which n represents the number of individual samples within an experiment. Two groups were compared using an unpaired Student’s t test. In case of more than 2 groups, a one-way analysis of variance (ANOVA) followed by the Tukey post-hoc test was performed. When combinations of treatments were used, a two-way ANOVA was performed to study the interactions between the compounds. The results of the two-way ANOVA were reported as F(df) = F-value, *p*-value, where F(df) represents the F-value with corresponding degrees of freedom and *p*-value indicates the statistical significance of the analysis. Differences were considered significant if *p* < 0.05. Significance was indicated as following: ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001. All statistical analyses were done using R studio rstatix package (version 0.7.1).

## References

[1] Cooke A. (2017). Dietary food-additive phosphate and human health outcomes. Compr. Rev. Food Sci. Food Saf..

[2] Ritz E., Hahn K., Ketteler M., Kuhlmann M.K., Mann J. (2012). Phosphate additives in food—a health risk. Dtsch. Arztebl. Int..

[3] Sullivan C.M., Leon J.B., Sehgal A.R. (2007). Phosphorus-containing food additives and the accuracy of nutrient databases: implications for renal patients. J. Ren. Nutr..

[4] Erem S., Razzaque M.S. (2018). Dietary phosphate toxicity: an emerging global health concern. Histochem. Cell Biol..

[5] Cupisti A., Kalantar-Zadeh K. (2013).

[6] Mathewson A.M., Fouque D., Toft A.J. (2010). Dietary phosphate assessment in dialysis patients. J. Ren. Nutr..

[7] Sabbagh Y., Giral H., Caldas Y., Levi M., Schiavi S.C. (2011). Intestinal phosphate transport. Adv. Chron. Kidney Dis..

[8] Levi M., Gratton E., Forster I.C., Hernando N., Wagner C.A., Biber J., Sorribas V., Murer H. (2019). Mechanisms of phosphate transport. Nat. Rev. Nephrol..

[9] Bell R.R., Draper H.H., Tzeng D.Y., Shin H.K., Schmidt G.R. (1977). Physiological responses of human adults to foods containing phosphate additives. J. Nutr..

[10] Peacock M. (2021). Phosphate metabolism in health and disease. Calcif. Tissue Int..

[11] Jain N., Elsayed E.F. (2013). Dietary phosphate: what do we know about its toxicity. J. Nephrol..

[12] Miyamoto K.-i., Oh J., Razzaque M.S. (2022). Phosphate Metabolism.

[13] Chang A.R., Lazo M., Appel L.J., Gutiérrez O.M., Grams M.E. (2014). High dietary phosphorus intake is associated with all-cause mortality: results from NHANES III. Am. J. Clin. Nutr..

[14] Kuro-o M. (2010). A potential link between phosphate and aging—lessons from Klotho-deficient mice. Mech. Ageing Dev..

[15] Chung L.-H., Liu S.-T., Huang S.-M., Salter D.M., Lee H.-S., Hsu Y.-J. (2020). High phosphate induces skeletal muscle atrophy and suppresses myogenic differentiation by increasing oxidative stress and activating Nrf2 signaling. Aging (Albany NY).

[16] Lau W.L., Linnes M., Chu E.Y., Foster B.L., Bartley B.A., Somerman M.J., Giachelli C.M. (2013). High phosphate feeding promotes mineral and bone abnormalities in mice with chronic kidney disease. Nephrol. Dial. Transplant..

[17] Richter B., Kapanadze T., Weingärtner N., Walter S., Vogt I., Grund A., Schmitz J., Bräsen J.H., Limbourg F.P., Haffner D., Leifheit-Nestler M. (2022). High phosphate-induced progressive proximal tubular injury is associated with the activation of Stat3/Kim-1 signaling pathway and macrophage recruitment. FASEB J..

[18] Jin H., Hwang S.-K., Yu K., Anderson H.K., Lee Y.-S., Lee K.H., Prats A.-C., Morello D., Beck G.R., Cho M.-H. (2006). A high inorganic phosphate diet perturbs brain growth, alters Akt-ERK signaling, and results in changes in cap-dependent translation. Toxicol. Sci..

[19] Lee S., Kim J.-E., Hong S.-H., Lee A.-Y., Park E.-J., Seo H.W., Chae C., Doble P., Bishop D., Cho M.-H. (2015). High inorganic phosphate intake promotes tumorigenesis at early stages in a mouse model of lung cancer. PLoS One.

[20] Jin H., Xu C.-X., Lim H.-T., Park S.-J., Shin J.-Y., Chung Y.-S., Park S.-C., Chang S.-H., Youn H.-J., Lee K.-H. (2009). High dietary inorganic phosphate increases lung tumorigenesis and alters Akt signaling. Am. J. Respir. Crit. Care Med..

[21] Ugrica M., Gehring N., Giesbertz P., Pastor-Arroyo E.M., Daniel H., Wagner C.A., Rubio-Aliaga I. (2022). Chronic High Phosphate Intake in Mice Affects Macronutrient Utilization and Body Composition. Mol. Nutr. Food Res..

[22] Kawamura H., Tanaka S., Ota Y., Endo S., Tani M., Ishitani M., Sakaue M., Ito M. (2018). Dietary intake of inorganic phosphorus has a stronger influence on vascular-endothelium function than organic phosphorus. J. Clin. Biochem. Nutr..

[23] Coltherd J.C., Staunton R., Colyer A., Thomas G., Gilham M., Logan D.W., Butterwick R., Watson P. (2019). Not all forms of dietary phosphorus are equal: an evaluation of postprandial phosphorus concentrations in the plasma of the cat. Br. J. Nutr..

[24] Dobenecker B., Reese S., Herbst S. (2021). Effects of dietary phosphates from organic and inorganic sources on parameters of phosphorus homeostasis in healthy adult dogs. PLoS One.

[25] Cozzolino M., Foque D., Ciceri P., Galassi A. (2017). Phosphate in chronic kidney disease progression. Contrib. Nephrol..

[26] Foley R.N., Collins A.J., Herzog C.A., Ishani A., Kalra P.A. (2009). Serum phosphorus levels associate with coronary atherosclerosis in young adults. J. Am. Soc. Nephrol..

[27] Campos-Obando N., Bosman A., Kavousi M., Medina-Gomez C., van der Eerden B.C.J., Bos D., Franco O.H., Uitterlinden A.G., Zillikens M.C. (2022). Genetic evidence for a causal role of serum phosphate in coronary artery calcification: the rotterdam study. J. Am. Heart Assoc..

[28] Erben R.G., Andrukhova O. (2017). FGF23-Klotho signaling axis in the kidney. Bone.

[29] Ubaidus S., Li M., Sultana S., De Freitas P.H.L., Oda K., Maeda T., Takagi R., Amizuka N. (2009). FGF23 is mainly synthesized by osteocytes in the regularly distributed osteocytic lacunar canalicular system established after physiological bone remodeling. J. Electron. Microsc..

[30] Quarles L.D. (2012). Skeletal secretion of FGF-23 regulates phosphate and vitamin D metabolism. Nat. Rev. Endocrinol..

[31] Brunette M.G., Chan M., Ferriere C., Roberts K.D. (1978). Site of 1, 25 (OH) 2 vitamin D3 synthesis in the kidney. Nature.

[32] Verstuyf A., Carmeliet G., Bouillon R., Mathieu C. (2010). Vitamin D: a pleiotropic hormone. Kidney Int..

[33] Hernando N., Pastor-Arroyo E.M., Marks J., Schnitzbauer U., Knöpfel T., Bürki M., Bettoni C., Wagner C.A. (2021). 1, 25 (OH) 2 vitamin D3 stimulates active phosphate transport but not paracellular phosphate absorption in mouse intestine. J. Physiol..

[34] Wilz D.R., Gray R.W., Dominguez J.H., Lemann J. (1979). Plasma 1, 25-(OH) 2-vitamin D concentrations and net intestinal calcium, phosphate, and magnesium absorption in humans. Am. J. Clin. Nutr..

[35] Ferrari S.L., Bonjour J.-P., Rizzoli R. (2005). Fibroblast growth factor-23 relationship to dietary phosphate and renal phosphate handling in healthy young men. J. Clin. Endocrinol. Metab..

[36] Antoniucci D.M., Yamashita T., Portale A.A. (2006). Dietary phosphorus regulates serum fibroblast growth factor-23 concentrations in healthy men. J. Clin. Endocrinol. Metab..

[37] Gutiérrez O.M., Wolf M., Taylor E.N. (2011). Fibroblast growth factor 23, cardiovascular disease risk factors, and phosphorus intake in the health professionals follow-up study. Clin. J. Am. Soc. Nephrol..

[38] Nishida Y., Taketani Y., Yamanaka-Okumura H., Imamura F., Taniguchi A., Sato T., Shuto E., Nashiki K., Arai H., Yamamoto H., Takeda E. (2006). Acute effect of oral phosphate loading on serum fibroblast growth factor 23 levels in healthy men. Kidney Int..

[39] Ito N., Fukumoto S., Takeuchi Y., Takeda S., Suzuki H., Yamashita T., Fujita T. (2007). Effect of acute changes of serum phosphate on fibroblast growth factor (FGF) 23 levels in humans. J. Bone Miner. Metabol..

[40] Bon N., Frangi G., Sourice S., Guicheux J., Beck-Cormier S., Beck L. (2018). Phosphate-dependent FGF23 secretion is modulated by PiT2/Slc20a2. Mol. Metabol..

[41] Camalier C.E., Yi M., Yu L.R., Hood B.L., Conrads K.A., Lee Y.J., Lin Y., Garneys L.M., Bouloux G.F., Young M.R. (2013). An integrated understanding of the physiological response to elevated extracellular phosphate. J. Cell. Physiol..

[42] Takashi Y., Kosako H., Sawatsubashi S., Kinoshita Y., Ito N., Tsoumpra M.K., Nangaku M., Abe M., Matsuhisa M., Kato S. (2019). Activation of unliganded FGF receptor by extracellular phosphate potentiates proteolytic protection of FGF23 by its O-glycosylation. Proc. Natl. Acad. Sci. USA.

[43] Hori M., Kinoshita Y., Taguchi M., Fukumoto S. (2016). Phosphate enhances Fgf23 expression through reactive oxygen species in UMR-106 cells. J. Bone Miner. Metabol..

[44] Ito N., Findlay D.M., Anderson P.H., Bonewald L.F., Atkins G.J. (2013). Extracellular phosphate modulates the effect of 1α, 25-dihydroxy vitamin D3 (1, 25D) on osteocyte like cells. J. Steroid Biochem. Mol. Biol..

[45] Simic P., Kim W., Zhou W., Pierce K.A., Chang W., Sykes D.B., Aziz N.B., Elmariah S., Ngo D., Pajevic P.D. (2020). Glycerol-3-phosphate is an FGF23 regulator derived from the injured kidney. J. Clin. Invest..

[46] Zhou W., Simic P., Zhou I.Y., Caravan P., Vela Parada X., Wen D., Washington O.L., Shvedova M., Pierce K.A., Clish C.B. (2023). Kidney glycolysis serves as a mammalian phosphate sensor that maintains phosphate homeostasis. J. Clin. Invest..

[47] Wang K., Le L., Chun B.M., Tiede-Lewis L.M., Shiflett L.A., Prideaux M., Campos R.S., Veno P.A., Xie Y., Dusevich V. (2019). A novel osteogenic cell line that differentiates into GFP-tagged osteocytes and forms mineral with a bone-like lacunocanalicular structure. J. Bone Miner. Res..

[48] Bellows C.G., Heersche J.N., Aubin J.E. (1992). Inorganic phosphate added exogenously or released from β-glycerophosphate initiates mineralization of osteoid nodules in vitro. Bone Miner..

[49] He Q., Shumate L.T., Matthias J., Aydin C., Wein M.N., Spatz J.M., Goetz R., Mohammadi M., Plagge A., Divieti Pajevic P., Bastepe M. (2019). AG protein–coupled, IP3/protein kinase C pathway controlling the synthesis of phosphaturic hormone FGF23. JCI insight.

[50] Yamazaki M., Ozono K., Okada T., Tachikawa K., Kondou H., Ohata Y., Michigami T. (2010). Both FGF23 and extracellular phosphate activate Raf/MEK/ERK pathway via FGF receptors in HEK293 cells. J. Cell. Biochem..

[51] Ewendt F., Föller M. (2019). p38MAPK controls fibroblast growth factor 23 (FGF23) synthesis in UMR106-osteoblast-like cells and in IDG-SW3 osteocytes. J. Endocrinol. Invest..

[52] Favata M.F., Horiuchi K.Y., Manos E.J., Daulerio A.J., Stradley D.A., Feeser W.S., Van Dyk D.E., Pitts W.J., Earl R.A., Hobbs F. (1998). Identification of a novel inhibitor of mitogen-activated protein kinase kinase. J. Biol. Chem..

[53] Schnell S.A., Ambesi-Impiombato A., Sanchez-Martin M., Belver L., Xu L., Qin Y., Kageyama R., Ferrando A.A. (2015). Therapeutic targeting of HES1 transcriptional programs in T-ALL. Blood.

[54] Luo D.D., Phillips A., Fraser D. (2010). Bone morphogenetic protein-7 inhibits proximal tubular epithelial cell Smad3 signaling via increased SnoN expression. Am. J. Pathol..

[55] de Ceuninck van Capelle C., Spit M., Ten Dijke P. (2020). Current perspectives on inhibitory SMAD7 in health and disease. Crit. Rev. Biochem. Mol. Biol..

[56] Khoshakhlagh M., Soleimani A., Binabaj M.M., Avan A., Ferns G.A., Khazaei M., Hassanian S.M. (2019). Therapeutic potential of pharmacological TGF-β signaling pathway inhibitors in the pathogenesis of breast cancer. Biochem. Pharmacol..

[57] Beck L., Beck-Cormier S. (2020). Extracellular phosphate sensing in mammals: what do we know?. J. Mol. Endocrinol..

[58] Liu S., Tang W., Fang J., Ren J., Li H., Xiao Z., Quarles L.D. (2009). Novel regulators of Fgf23 expression and mineralization in Hyp bone. Mol. Endocrinol..

[59] Beck G.R., Zerler B., Moran E. (2000). Phosphate is a specific signal for induction of osteopontin gene expression. Proc. Natl. Acad. Sci. USA.

[60] Smith D.M., Patel S., Raffoul F., Haller E., Mills G.B., Nanjundan M. (2010). Arsenic trioxide induces a beclin-1-independent autophagic pathway via modulation of SnoN/SkiL expression in ovarian carcinoma cells. Cell Death Differ..

[61] Tecalco-Cruz A.C., Sosa-Garrocho M., Vázquez-Victorio G., Ortiz-García L., Domínguez-Hüttinger E., Macías-Silva M. (2012). Transforming growth factor-β/SMAD Target gene SKIL is negatively regulated by the transcriptional cofactor complex SNON-SMAD4. J. Biol. Chem..

[62] Tecalco-Cruz A.C., Ríos-López D.G., Vázquez-Victorio G., Rosales-Alvarez R.E., Macías-Silva M. (2018). Transcriptional cofactors Ski and SnoN are major regulators of the TGF-β/Smad signaling pathway in health and disease. Signal Transduct. Targeted Ther..

[63] Feger M., Hase P., Zhang B., Hirche F., Glosse P., Lang F., Föller M. (2017). The production of fibroblast growth factor 23 is controlled by TGF-β2. Sci. Rep..

[64] Campos-Obando N., Koek W.N.H., Hooker E.R., van der Eerden B.C., Pols H.A., Hofman A., van Leeuwen J.P., Uitterlinden A.G., Nielson C.M., Zillikens M.C. (2017). Serum phosphate is associated with fracture risk: the Rotterdam Study and MrOS. J. Bone Miner. Res..

[65] Centeno P.P., Herberger A., Mun H.-C., Tu C., Nemeth E.F., Chang W., Conigrave A.D., Ward D.T. (2019). Phosphate acts directly on the calcium-sensing receptor to stimulate parathyroid hormone secretion. Nat. Commun..

[66] Yashiro M., Ohya M., Mima T., Nakashima Y., Kawakami K., Yamamoto S., Kobayashi S., Yano T., Tanaka Y., Sonou T. (2020). Active vitamin D and vitamin D analogs stimulate fibroblast growth factor 23 production in osteocyte-like cells via the vitamin D receptor. J. Pharm. Biomed. Anal..

[67] Bruedigam C., Driel M.v., Koedam M., Peppel J.v.d., van der Eerden B.C.J., Eijken M., van Leeuwen J.P.T.M. (2011). Basic techniques in human mesenchymal stem cell cultures: differentiation into osteogenic and adipogenic lineages, genetic perturbations, and phenotypic analyses. Curr. Protoc. Stem Cell Biol..

[68] Yu G., Wang L.-G., Han Y., He Q.-Y. (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS A J. Integr. Biol..

# Supplementary material for: Organic phosphate but not inorganic phosphate regulates Fgf23 expression through MAPK and TGF-ꞵ signaling
**Source:** iScience. 2024 Mar 29;27(6):109625. doi: 10.1016/j.isci.2024.109625
**Supplement:** Document S1. Figures S1–S4, Tables S6 and S7

## Supplemental information

**Organic phosphate but not inorganic  
phosphate regulates *Fgf23* expression  
through MAPK and TGF- $\beta$  signaling**

**Danielle M.A. Ratsma, Max Muller, Marijke Koedam, Johannes P.T.M. van Leeuwen, M.  
Carola Zillikens, and Bram C.J. van der Eerden**

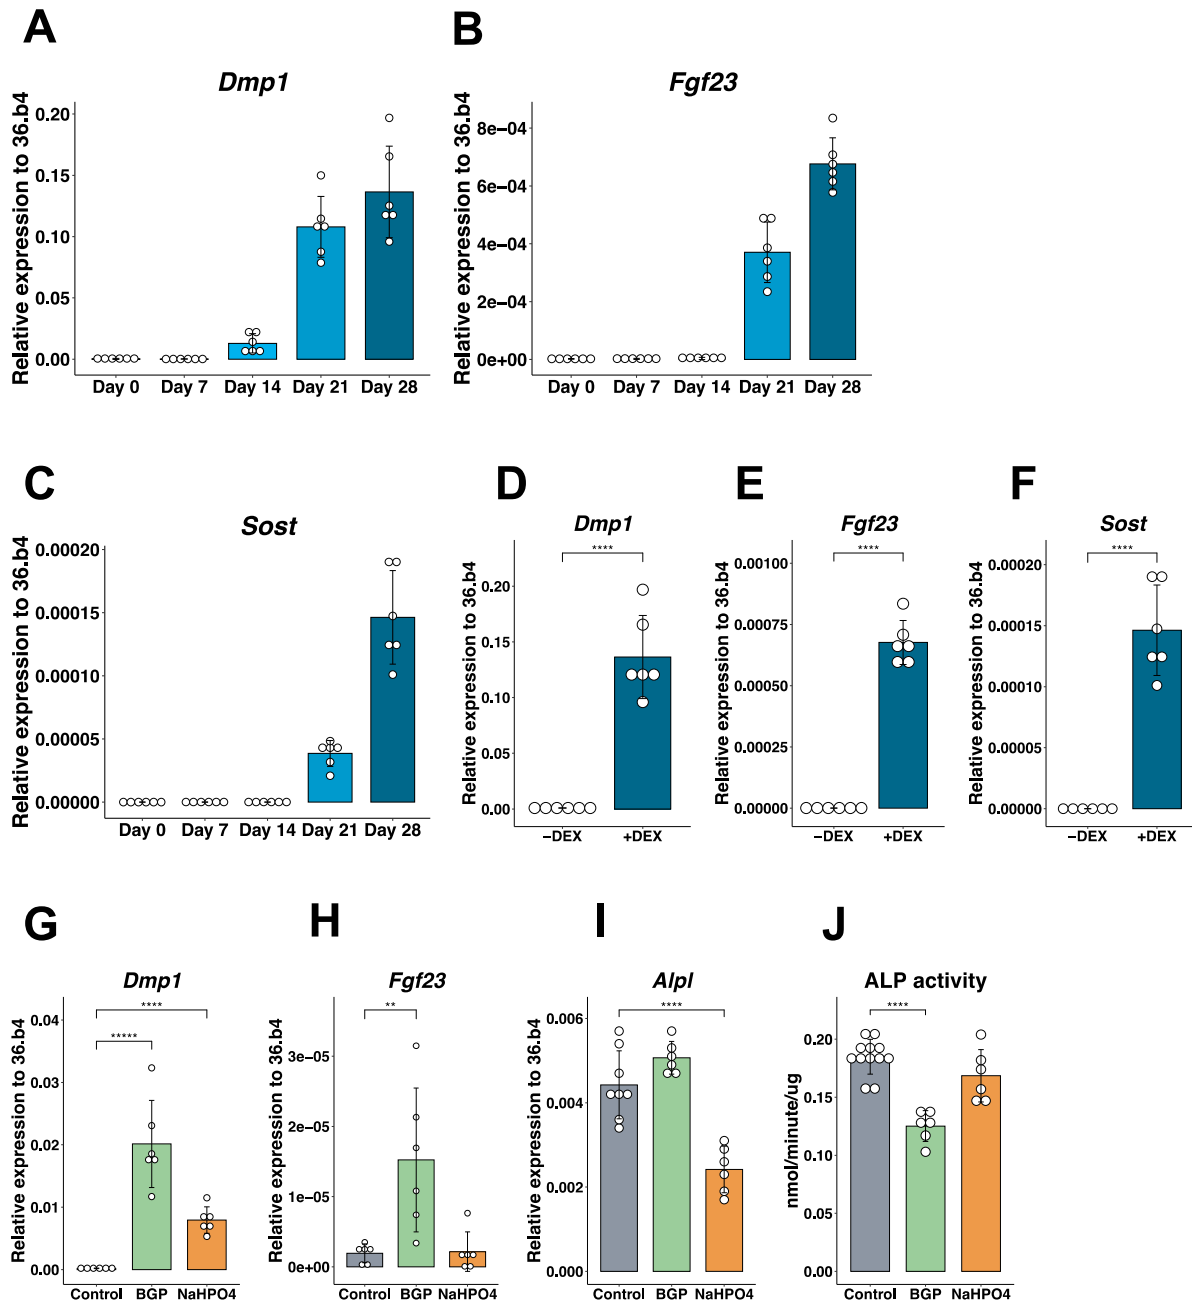

**Supplementary figure 1. Effects of BGP and NaHPO4 on MC3T3-E1 and OmGFP66.** (A-C) Expression of (A) *Dmp1*, (B) *Fgf23* and (C) *Sost* after 28 days of osteogenic differentiation of MC3T3-E1 cells. Expression of (D) *Dmp1*, (E) *Fgf23* and (F) *Sost* in MC3T3-E1 cells at day 28 after differentiation in the presence or absence of dexamethasone (DEX).

Expression of (G) *Dmp1* and (H) *Fgf23* after 24 hours treatment with BGP and NaHPO4 on day 28. (I-H) Expression of (I) *Alpl* and (J) activity of ALP (correct for protein) after 24 hours treatment with BGP and NaHPO4 on day 28. Gene expression was normalized to housekeeping gene *36.b4*. Error bars indicate  $\pm$  SEM. Significance was indicated as following: \*\*  $p < 0.01$  and \*\*\*\*  $p < 0.0001$  (Related to figure 2).

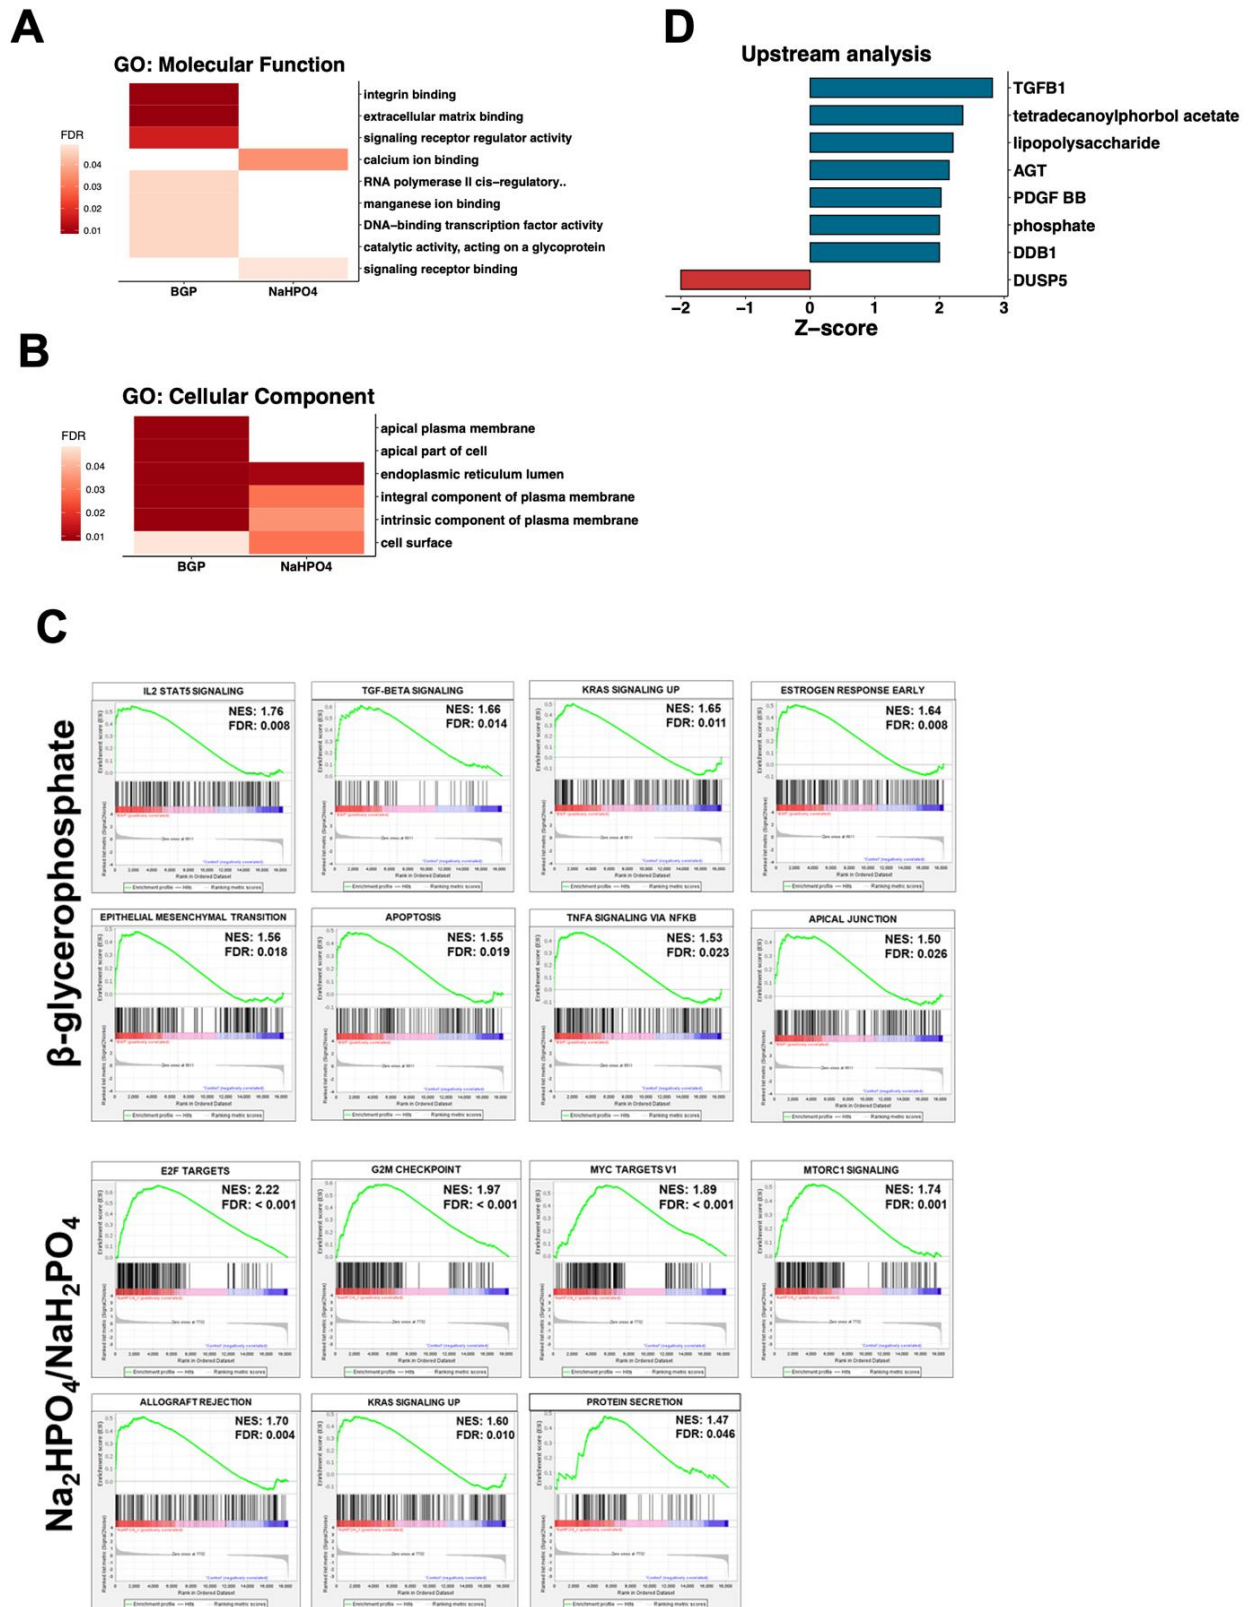

**Supplementary figure 2. BGP and NaHPO4 regulate unique processes.** (A-B) Results from Gene Ontology (GO) analyses comparing enriched terms for (A) molecular function and (B) cellular component for treatment with 4 mM BGP and 4 mM NaHPO4 in which the color represents the false discovery rate (FDR). (C) Results from gene set enrichment analysis (GSEA) for treatment with BGP and NaHPO4, indicating the normalized enrichment score (NES) and FDR. (D) IPA upstream regulator analysis for BGP in which blue indicates activated and red indicates inhibited (Related to figure 3).

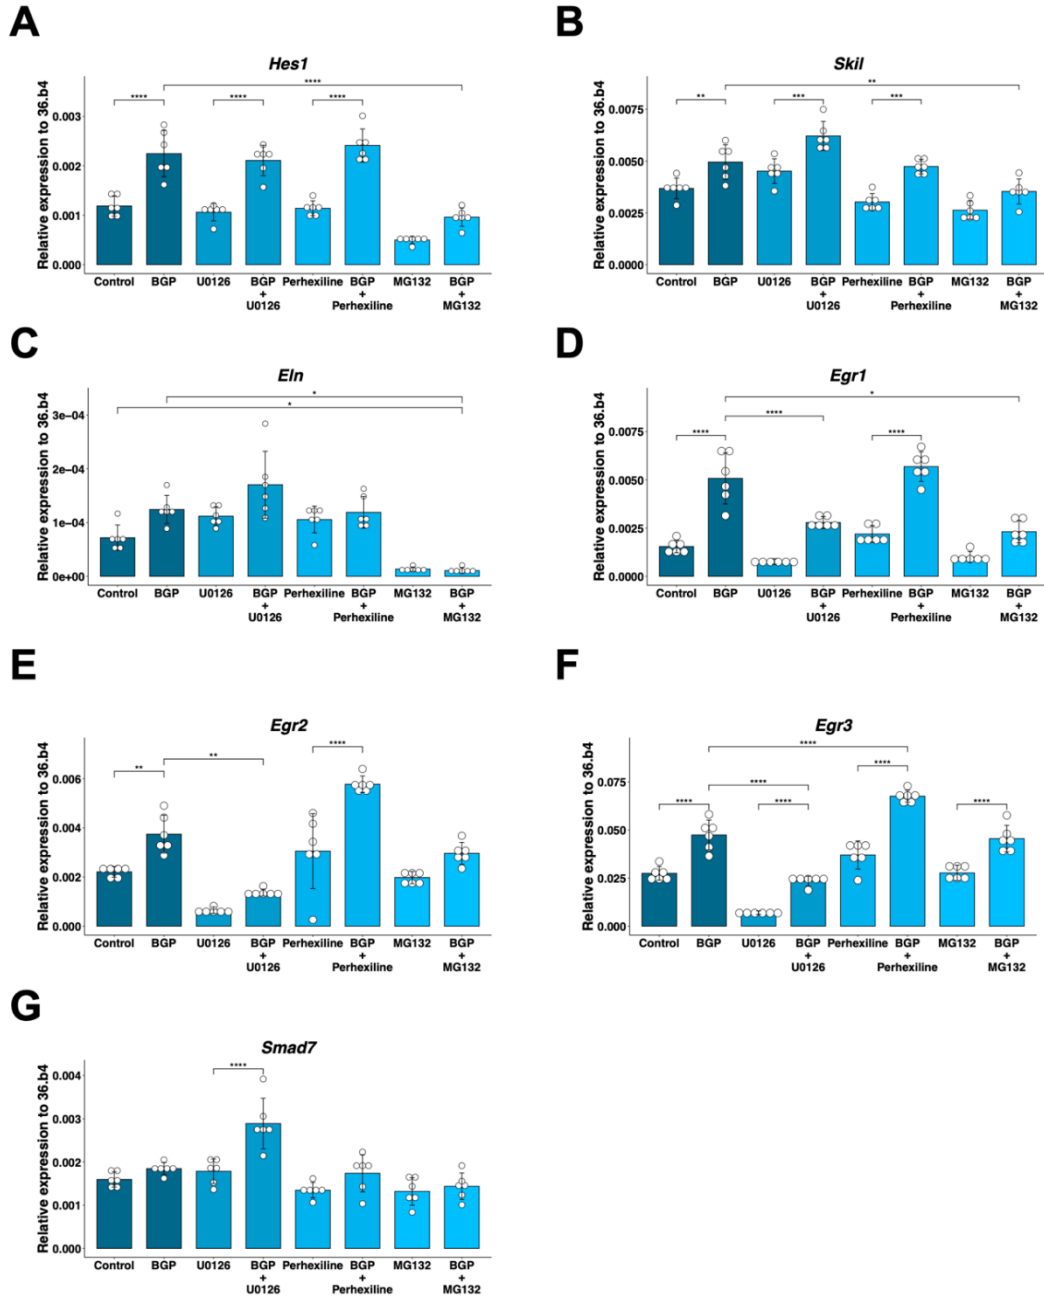

**Supplementary figure 3. Regulation of genes of interest by MAPK, HES1 and SnoN.** (A-F) Expression of (A) *Hes1*, (B) *Skil*, (C) *Eln*, (D) *Egr1*, (E) *Egr2*, (F) *Egr3* and (G) *Smad7* after treatment with 4 mM BGP, 10  $\mu$ M MEK inhibitor U0126, HES1 inhibitor 15  $\mu$ M perhexiline, proteasome inhibitor 1  $\mu$ M MG132 or a combination. Gene expression was normalized to housekeeping gene 36.b4. Error bars indicate  $\pm$  SEM. Significance was indicated as following: \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$  (Related to figure 4).

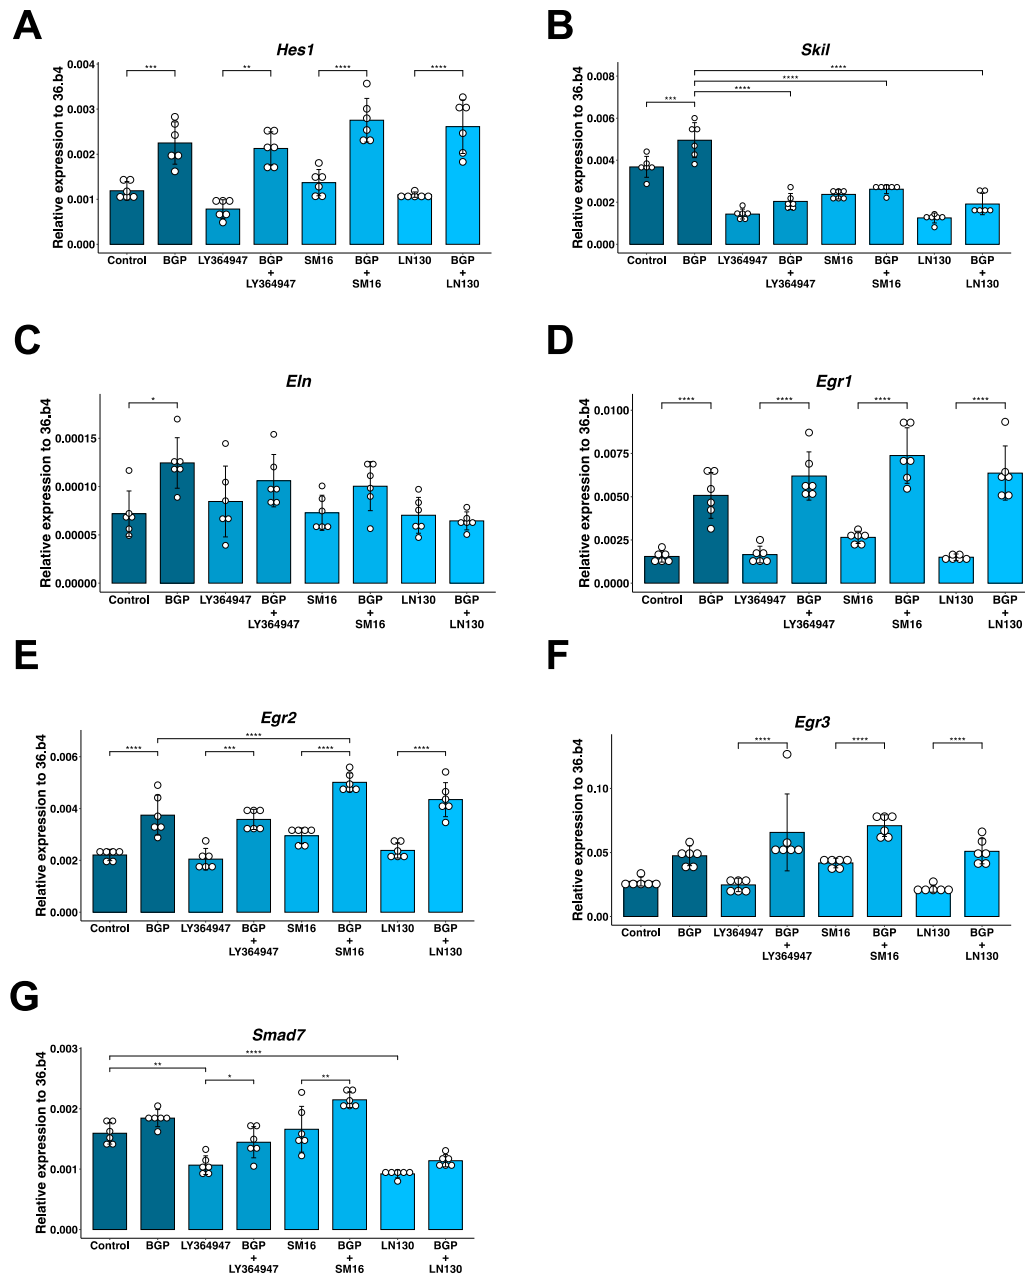

**Supplementary figure 4. Regulation of genes of interest by TGF- $\beta$  signaling.** (A-F) Expression of (A) *Hes1*, (B) *Skil*, (C) *Eln*, (D) *Egr1*, (E) *Egr2*, (F) *Egr3*, (G) *Smad7* after treatment with 4 mM BGP, TGF- $\beta$  inhibitors: 5  $\mu$ M LY364947, 10  $\mu$ M SM16 or 10  $\mu$ M LN130 or a combination. Gene expression was normalized to housekeeping gene *36.b4*. Error bars indicate  $\pm$  SEM. Significance was indicated as following: \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$  (Related to figure 4).

| Gene                  | Log2FC<br>BGPvsControl | Log2FC<br>BGPvsNaHPO4 | FC<br>BGPvsControl | FC<br>BGPvsNaHPO4 |
|-----------------------|------------------------|-----------------------|--------------------|-------------------|
| <i>Ank</i>            | 1.633404               | 0.522396              | 3.102443           | 1.436338          |
| <i>Dmp1</i>           | 2.85713                | 0.662954              | 7.245725           | 1.583321          |
| <b><i>Egr1</i></b>    | <b>0.884152</b>        | <b>1.164798</b>       | <b>1.845679</b>    | <b>2.242018</b>   |
| <b><i>Egr3</i></b>    | <b>1.831913</b>        | <b>1.537771</b>       | <b>3.560087</b>    | <b>2.903456</b>   |
| <b><i>Fgf23</i></b>   | <b>2.779861</b>        | <b>2.436965</b>       | <b>6.86786</b>     | <b>5.415014</b>   |
| <i>Gm42793</i>        | 2.149324               | 0.659466              | 4.4362             | 1.579498          |
| <b><i>Egr2</i></b>    | <b>1.372987</b>        | <b>1.537771</b>       | <b>2.590064</b>    | <b>2.903456</b>   |
| <b><i>Skil</i></b>    | <b>0.658414</b>        | <b>0.590881</b>       | <b>1.578346</b>    | <b>1.506166</b>   |
| <i>Il12a</i>          | 1.376563               | 0.713137              | 2.59649            | 1.639365          |
| <i>Trib1</i>          | 1.252072               | 0.809666              | 2.381833           | 1.752805          |
| <i>Enpp1</i>          | 2.635214               | 0.688667              | 6.212672           | 1.611793          |
| <i>Hivep3</i>         | 0.930129               | 0.542285              | 1.905446           | 1.456277          |
| <i>Scml4</i>          | 1.090464               | 0.722217              | 2.129425           | 1.649716          |
| <b><i>Arc</i></b>     | <b>0.937925</b>        | <b>0.833078</b>       | <b>1.915771</b>    | <b>1.781482</b>   |
| <b><i>Hes1</i></b>    | <b>0.694342</b>        | <b>0.659899</b>       | <b>1.618147</b>    | <b>1.579972</b>   |
| <b><i>Gm29418</i></b> | <b>0.868227</b>        | <b>0.738249</b>       | <b>1.825418</b>    | <b>1.668149</b>   |
| <b><i>Ltbp2</i></b>   | <b>0.585047</b>        | <b>0.503449</b>       | <b>1.500088</b>    | <b>1.417598</b>   |
| <b><i>Sstr2</i></b>   | <b>0.793432</b>        | <b>0.676541</b>       | <b>1.733193</b>    | <b>1.598303</b>   |
| <i>Syt12</i>          | 1.104118               | 0.515971              | 2.149675           | 1.429957          |
| <b><i>Eln</i></b>     | <b>1.002244</b>        | <b>1.947115</b>       | <b>2.003114</b>    | <b>3.856026</b>   |
| <b><i>Zfp618</i></b>  | <b>0.557792</b>        | <b>0.595556</b>       | <b>1.472015</b>    | <b>1.511055</b>   |
| <b><i>Uba52</i></b>   | <b>-0.55643</b>        | <b>-0.54711</b>       | <b>0.679985</b>    | <b>0.684389</b>   |

**Supplementary table 6.** Genes showing increased expression for  $\beta$ -glycerophosphate versus control and  $\beta$ -glycerophosphate versus 4 mM  $\text{Na}_2\text{HPO}_4/\text{NaH}_2\text{PO}_4$ . Genes that were considered uniquely regulated by  $\beta$ -glycerophosphate and not more strongly regulated by  $\beta$ -glycerophosphate than by  $\text{Na}_2\text{HPO}_4/\text{NaH}_2\text{PO}_4$  are written in bold (Related to figure 3).

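Table S6 holds the genes that were DEGs both against Control and against NaHPO4, with a log2 fold change for each comparison. A gene in bold is one the authors treat as uniquely regulated by BGP, and a gene not in bold is one that NaHPO4 regulates less strongly. *Gm42793* lies on chromosome 5 of GRCm39 from 104582987 to 104584238, within *Spp1* (104582165 to 104589235) and on the same strand. Of its 50-base windows, 18.0% also occur in *Spp1* transcripts, so reads could be counted for either gene. *Gm42793* was at 1.95 ± 0.565 CPM (SD, n = 3) in Control, 8.78 ± 0.358 CPM with BGP and 5.56 ± 0.663 CPM with NaHPO4. *Gm29418* is a lncRNA on chromosome 17 from 86103352 to 86131472, at 2.76 ± 0.858 CPM in Control, 5.02 ± 0.327 CPM with BGP and 3.02 ± 0.690 CPM with NaHPO4.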

| <b>Gene</b>    | <b>Forward</b>         | <b>Reverse</b>           |
|----------------|------------------------|--------------------------|
| <i>36.b4</i>   | TTGGCCAATAAGGTGCCAGC   | GGAGGTCTTCTCGGGTCCTA     |
| <i>Alpl</i>    | ACACTCGGCCGATCGGGACT   | CGCCACCCATGATCACGTCTGA   |
| <i>Arc</i>     | AGTCTTGGGCAGCATAGCTC   | TGAATCACTGCTGGGGGC       |
| <i>Dmp1</i>    | TGTGGGAAAAAGACCTTGGGAG | GTATCTGGCAACTGGGAGAGCA   |
| <i>Egr1</i>    | CACCTGACCACAGAGTCCTTT  | CGGCCAGTATAGGTGATGGG     |
| <i>Egr2</i>    | CTCGTCGGTGACCATCTTCC   | TTGATCATGCCATCTCCCGC     |
| <i>Egr3</i>    | GCCTGACAATCTGTACCCCGAG | GGGAGGCTGTAGCCATCTGATT   |
| <i>Eln</i>     | GGATTGGAGGCATTGCAGGC   | CACTAAACCTCCAGCAGCTCCATA |
| <i>Fgf23</i>   | CCATCAGACCATCTACAGTGCC | CTTCGAGTCATGGCTCCTGTT    |
| <i>Hes1</i>    | AAAATTCCTCCTCCCCGGT    | ATGATAGGCTTTGATGACTTTCTG |
| <i>Ltbp2</i>   | CTGGCTACATTTGCCTGTGC   | GCATTCGTTGTGATCCTGGC     |
| <i>Skil</i>    | CGGCGGGCACAGATCAATTA   | ACTGAAGACTCCACCTGAACT    |
| <i>Sstr2</i>   | TGCTCGAGGAAAACCAAGATGT | TCCGTCTAGAACCAAGCTGC     |
| <i>Uba52</i>   | AGACTAGGGGGTTTCCGGTT   | ATGTTGGCGTCTGCCGCT       |
| <i>Zfp618</i>  | CGATGCACCAGCCTCTTACA   | AGGTGTTTTCTGCTGCTGCT     |
| <i>Gm29418</i> | CGTGGGAACACCACTACCTC   | GCTCTCAGGGCAGACCTAAC     |

**Supplementary table 7. Primer sets used for qPCR**

How the deposited data were processed for this re-analysis (not part of the article)

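RNA sequencing data of differentiated MC3T3-E1 cells treated with 4 mM BGP, 4 mM NaHPO4 or neither (Control) were re-analysed, with 3 libraries per condition and 9 libraries in all. Condition and replicate number of each library were taken from the sample labels and checked against the paper. The qPCR, ELISA, alkaline phosphatase and inhibitor experiments and the OmGFP66 cells were not analysed here.

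The authors deposited a table of counts, which holds whole-number read counts per Ensembl gene for each library, without normalization. To make it, the authors checked and paired the reads, ran FastQC and mapped the reads to GRCm39 with Ensembl release 104 in the AIR software. The paper's text names neither the aligner nor the counting program. The authors also deposited a table of TMM-scaled values, a signal in which each library's counts are multiplied by a single factor, between 1.01 and 1.32, so that the values are neither CPM nor divided by gene length. It was used for alternatives only. Both tables hold 55416 genes, and 0 columns belonged to samples outside the study.

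All tests started from the deposited counts. Genes were filtered with filterByExpr of edgeR 4.0.16 with a count minimum of 10, which left 13679 genes, and libraries were scaled by TMM. A model with a coefficient for each condition was fitted to all 9 libraries with glmQLFit, and the 3 comparisons (BGP versus Control, NaHPO4 versus Control, BGP versus NaHPO4) were tested with glmQLFTest and Benjamini-Hochberg adjustment over the tested genes. DEGs had an FDR below 0.05 and an absolute log2FC above 0.5, as in the paper's methods. CPM values are TMM-normalized, and their errors are SDs over 3 libraries. The standard error of a log2FC was derived from the quasi-likelihood F statistic. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and the S phase and G2/M phase lists came from Seurat 5.3.0, matched to mouse symbols by their letters. Principal components used log2 CPM with a prior count of 2. Permutation tests of the separation and similarity of the libraries were exact, over 280 partitions, or over 36 partitions that keep one library of each number in each group. R 4.3.3, Python 3.11.15, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

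The pairing of libraries comes from the replicate numbers in the sample labels, which the conditions share. The paper's methods give no block, so the fit without a block was used for the values at the conclusions, and the fit with the replicate number as a block is given beside it.

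Total counts lay between 21390839 and 28234404 per library. At this depth a gene with 10 counts in a library corresponds to less than 1 CPM, and intervals or standard errors cover counting error and the spread between the libraries, not differences between cultures grown at other times.

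The tests behind the values at the conclusions, the libraries in each fit, the alternatives and the rule for naming genes were set before the data were examined. Genes named are taken from those that the paper names in its text, Table S6, its volcano plots or the GO terms discussed, and in each comparison the 10 DEGs with the largest absolute log2FC whose libraries do not overlap between the conditions. Genes outside this rule that are named in the closing part, such as those with opposite changes and those of the listed pathways, were chosen after their values were seen.

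The alternatives were a fit of only the 2 groups compared, edgeR's likelihood ratio and exact tests, DESeq2 1.42.0, limma on log2(value + 1) of the authors' TMM table, DESeq2's size factors or total counts in place of TMM, no filter on low counts or at least 10 counts in every library, glmTreat, no minimum log2FC or a minimum of 1, an FDR of 0.01, the replicate block, and each library left out in turn. For PCA they were all tested genes, DESeq2's variance-stabilized counts and the authors' TMM table, and for the S phase and G2/M phase lists an inter-gene correlation estimated for each list. The same estimate for the lists of pathway genes was added after the data were seen.

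The procedure was tested on simulated data made from the means and library sizes of the real libraries, with 200 genes changed by known fold changes. Of these, 199 were recovered (99.5% of 200, among 13532 genes tested), with 2 false calls, and the comparison without changes gave 0 calls. This recovery applies only to the fold changes and expression levels that were simulated. It does not give the sensitivity for DEGs with smaller changes or lower counts than those.

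Gene positions, exons and overlaps came from a later GENCODE annotation of GRCm39, the build the authors used, in which 13631 of the 13679 tested gene IDs were found. Sequence shared between genes was measured as the percentage of 50-base windows of a gene's transcripts that occur in other genes. GO enrichment, Hallmark gene set enrichment and Ingenuity Pathway Analysis were not rerun here.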

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

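Of the tests in this part, only the comparison of expression levels with the genes of the paper's tables was chosen after the result was seen. The genes with large changes named first are DEGs that are in none of Tables S1, S2 and S5, and they came up because the paper does not list them as changed in the RNA sequencing data. Of these genes, the paper reports *Sost* elsewhere, as an osteocyte marker. Each is among the 10 DEGs with the largest absolute log2FC of a comparison whose libraries did not overlap between the conditions, which chance gives for 10% of genes. All adjusted p-values here are from edgeR's quasi-likelihood test.

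With BGP, *Gm44275* was at least 5.13-fold higher than in Control (adjusted p = 0.00271), and with NaHPO4 it was at least 4.81-fold higher (adjusted p = 0.00142), as no Control library held more than 3 counts of it. *Gm29246* was at least 3.94-fold lower with BGP (adjusted p = 0.0468), as no BGP library held more than 3 counts. BGP also changed *Gm29358* (log2FC -2.22, adjusted p = 0.00886), *Abca13* (log2FC 2.17, adjusted p = 0.0261), *Cd300lb* (log2FC 1.97, adjusted p = 0.0449) and *Cd48* (log2FC 1.91, adjusted p = 0.0498). Of these, *Gm29246*, *Gm29358*, *Abca13* and *Cd48* were not DEGs with NaHPO4, and they did not differ between BGP and NaHPO4 in the direct test (adjusted p = 0.126, 0.38, 0.149 and 0.0837).

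NaHPO4 raised *Cd300lb* (log2FC 4.45, adjusted p = 4.96e-10), *Folr2* (log2FC 2.29, adjusted p = 0.0056), *Il18rap* (log2FC 2.17, adjusted p = 0.00137) and *Rnf150* (log2FC 1.93, adjusted p = 0.0111), and lowered *Map7* (log2FC -1.91, adjusted p = 0.0346). The difference between BGP and NaHPO4 did not pass for *Il18rap*, *Rnf150* and *Map7* (adjusted p = 0.356, 0.411 and 0.664). *Cd300lb* had 4, 4 and 2 counts in the Control libraries, 19, 10 and 10 with BGP, and 104, 61 and 99 with NaHPO4.

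Compared directly, *Folr2* (log2FC -2.60, adjusted p = 0.00369), *Cd300lb* (log2FC -2.49, adjusted p = 1.08e-06), *Gm35330* (log2FC -2.36, adjusted p = 0.0287), *Insl3* (log2FC -2.04, adjusted p = 0.0407) and *Rbx1-ps* (log2FC -1.42, adjusted p = 0.0282) were lower with BGP than with NaHPO4. *Gm10080* (log2FC 1.72, adjusted p = 0.0408) and *Sost* (log2FC 1.48, adjusted p = 0.0155) were higher.

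Low counts are a candidate explanation for the absence of these genes from the paper's tables. The 15 genes had a mean CPM between 0.267 and 1.33, which for all 15 lay below 1.96, the lowest mean CPM of a gene in the paper's tables, as did 2330 of the tested genes. The calls of *Gm44275*, of *Folr2* and *Il18rap*, and of *Cd300lb* with NaHPO4 and in the direct comparison were kept whichever library was left out. The other calls were lost in at least 2 of the 9 fits that each left out a library, and that of *Gm10080* was lost in all 9. With total counts in place of TMM, *Cd48* lost its call and the other genes kept theirs. Reads from other genes of the same sequence were tested as well: the median share of 50-base windows that also occur in other genes was 0%. The exceptions were *Rbx1-ps* (100%, with *Gm66235*), *Insl3* (91.7%, with *Jak3*) and *Gm10080* (61.4%, with *Myl6*), whose changes may come from reads of those genes. RNA from other cells was not tested. The calls that were lost when a library was left out cannot be told apart from an effect of low counts. The calls of *Cd300lb* with NaHPO4 and in the direct comparison were kept in the 22 alternatives in which the gene was tested, while a minimum of 10 counts in every library removed it from the tests.

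Another 15 genes came up because BGP and NaHPO4 moved them in opposite directions at an FDR below 0.05 with any fold change. They were chosen after their values were seen: *Ramp1*, *Sdc4*, *Flna*, *Errfi1*, *2900026A02Rik*, *Cyp26b1*, *Mef2a*, *Chst3*, *Ier2*, *Plekhh3*, *Vdr*, *Col2a1*, *Nr4a1*, *Egr1* and *Acta2*. All of them rose with BGP and fell with NaHPO4, and all differed between BGP and NaHPO4 in the direct test, with adjusted p-values from 5.68e-21 for *Egr1* to 6.03e-06 for *Plekhh3*. Apart from *Egr1* (log2FC 0.89) and *Col2a1* (log2FC 0.50), the changes were under the minimum log2FC of 0.5. Among them were *Nr4a1* (log2FC 0.40 with BGP and -0.47 with NaHPO4), *Vdr* (log2FC 0.26 and -0.29) and *Acta2* (log2FC 0.16 and -0.42).

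Differences in scaling between the libraries were tested as an explanation for this number. With total counts only, it was 12 in place of 15. Which of the 15 genes were among the 12 was not compared, so scaling may explain some of these genes. The number was 11 with DESeq2, 16 with edgeR's likelihood ratio test, its exact test or no filter on low counts, and 15 with the fit of 2 groups, DESeq2's size factors in edgeR, at least 10 counts in every library or the replicate block (mean correlation of same-numbered libraries' deviations 0.0127). With limma on the authors' TMM table it was 0, with 46 at an unadjusted p under 0.05. Of the 36 partitions of the libraries with one library of each number in each group, only the real one (1 of 36) gave as many such genes, and each of the others gave 0. At an unadjusted p under 0.05, however, the real partition gave 66 genes with opposite changes and the others gave from 32 to 194, so the number at that level does not stand out. The order in which the cultures were handled was not tested. An opposite effect of BGP and NaHPO4 on these genes is a hypothesis that remains.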

How the results depend on the processing

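Of the tests in this part, those of the lists of pathway genes with an estimated inter-gene correlation were chosen only after the result was seen. The increase of *Fgf23* with BGP, its difference between BGP and NaHPO4 and the increase of *Dmp1* with both phosphates kept their direction and their side of the threshold under all 23 alternatives. The change of *Fgf23* with NaHPO4 was positive and under the threshold in all of them. The separation of the conditions did so under the 3 alternatives run for it, and the S phase results under the 13 run for them. For the changes that follow, the cause was not tested.

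The choice of test moved several numbers. With edgeR's likelihood ratio test, 20 genes were lower with BGP and 71 with NaHPO4 than in Control, 52 were lower with BGP than with NaHPO4, and 6 were lower with BGP than with both. It called 4 genes lower with both phosphates (*2410022M11Rik*, *4931415C17Rik*, *Gm29358* and *Ldhd*) and 1 gene, *Eln*, changed in opposite directions. With edgeR's exact test these numbers were 20, 59, 49, 4 (among them *AV356131*, *Mapkapk5* and *Scand1*), 4 (the same genes as with the likelihood ratio test) and 1 (*Eln*). Of the 76, 98 and 80 DEGs, the likelihood ratio test called 76, 98 and 80, and the exact test called 71, 97 and 80. With DESeq2, NaHPO4 lowered 24 genes and 1 gene was lower with BGP than with both, and DESeq2 called 69, 72 and 68 of the DEGs.

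With limma on the authors' TMM table, BGP raised 35 and lowered 3 genes (*Angptl8*, *Mapkapk5* and *Rmi2*), NaHPO4 lowered 18, and 17 genes were higher and 11 lower with BGP than with NaHPO4. *Angptl8* was the 1 gene lower with both phosphates, 5 genes were higher with BGP than with both (*Egr1*, *Egr2*, *Egr3*, *Fgf23* and *Skil*), and *Rmi2* was the 1 gene that was lower. The difference of *Dmp1* between BGP and NaHPO4 no longer passed with limma (log2FC 0.65), glmTreat or a minimum log2FC of 1 (log2FC 0.66 in both). Genes named here for small counts were chosen after their values were seen.

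With glmTreat, BGP raised 24 genes and lowered 0 (31 at an unadjusted p under 0.05), and NaHPO4 raised 17 and lowered 0 (57 at an unadjusted p under 0.05). In the direct comparison 7 genes were higher and 1, *Cd300lb*, was lower, 13 genes were raised by both, 4 were higher with BGP than with both (*Egr1*, *Egr2*, *Egr3* and *Fgf23*), and 0 were lower than with both (6 at an unadjusted p under 0.05). With no minimum log2FC, the numbers of higher and lower genes were 255 and 91 for BGP, 469 and 540 for NaHPO4, and 456 and 280 for the direct comparison, with 119 raised and 50 lowered by both, 15 opposite, 106 higher and 11 lower with BGP than with both. With a minimum of 1, they were 33 and 4 (*2410022M11Rik*, *Gm29246*, *Gm29358* and *Mapkapk5*), 28 and 9, and 8 and 8, with 15 raised by both, 3 higher with BGP than with both (*Egr2*, *Eln* and *Fgf23*) and 0 lower (5 at an unadjusted p under 0.05). With an FDR of 0.01, 5 genes were lower with BGP (*2410022M11Rik*, *Gm29358*, *Mapkapk5* and *Scand1* among them), 17 with NaHPO4 and 16 in the direct comparison. With no filter on low counts, 1 gene, *Eln*, was opposite.

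With total counts in place of TMM, 42 genes were lower with BGP than with NaHPO4, which is 1.5 times the 28 with TMM. The median log2FC of all genes moved by less than 0.1 under this scaling, and DESeq2's size factors in edgeR gave the same genes in all comparisons (76, 98 and 80 shared).

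PC1 and PC2 held 34.8% of the variance with all tested genes, 85.7% with DESeq2's variance-stabilized counts and 37.1% with log2(value + 1) of the authors' TMM table. With the inter-gene correlation estimated for each list, the G2/M phase genes no longer passed with BGP (mean log2FC -0.0524) or with NaHPO4 (mean log2FC 0.0752). With the same estimate for the lists of pathway genes, chosen after seeing the data, the MAPK genes no longer passed with NaHPO4 (camera p 0.105, mean log2FC 0.47) or in the direct comparison (camera p 0.143, mean log2FC 0.24), nor did those outside the paper's tables with BGP (camera p 0.104, mean log2FC 0.36) or the immediate early genes with NaHPO4 (camera p 0.0867, mean log2FC -0.0933). The other tests of these lists kept their side of a camera p of 0.05.

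Across the 9 fits that each left out a library, the number of genes lowered by BGP ranged from 1 to 12 and of those lowered by both phosphates from 0 to 2 (12 to 27 at an unadjusted p under 0.05). From 0 to 2 were opposite (0 to 3 at an unadjusted p under 0.05), and from 0 to 4 were lower with BGP than with both (14 to 36 at an unadjusted p under 0.05), among them *Scand1*, *Gm29246* and *Particl*. The genes lowered by both were *Comp* and *Hddc3*, *Grrp1*, *Gm29358* and *2410022M11Rik*, in a different fit each except for *Comp* and *Hddc3*, and the opposite genes were *Col2a1* and *Eln*. The share of variance on PC1 and PC2 ranged from 39.4% to 41.6%, and the mean log2FC of the G2/M phase genes with BGP from -0.0699 to -0.0196, which did not pass without Control replicate 3. The other numbers stayed within 1.5 times: 53 to 69 genes raised by BGP and 49 to 62 raised by NaHPO4, 27 to 44 lowered by NaHPO4, 41 to 60 higher and 21 to 36 lower in the direct comparison, 29 to 36 raised by both, and 15 to 22 higher with BGP than with both.

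Among single genes, 183 results were followed. Without a library, 1488 of 1647 values kept direction and side of the threshold, 108 were weaker, 42 were stronger and 9 reversed. Under the other alternatives, 2213 of 2533 did so, 212 were weaker (64 of them with glmTreat), 107 were stronger and 1 reversed. The reversed values were close to 0 and far from the threshold. With limma on the authors' TMM table, the log2FC was 0.0024 (Zfp618, NaHPO4 vs control). Across the fits without a library, the log2FC with NaHPO4 ranged from -0.0498 to 0.38 for *Gm29418*, from -0.0204 to 0.11 for *Hes1*, from -0.0197 to 0.29 for *Sstr2*, and from -0.20 to 0.11 for *Zfp618*. With BGP it ranged from -0.45 to 0.16 for *Sost* and from -0.0409 to 0.0494 for *Tgfb1*.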

Differences from the paper's values

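No test in this part was chosen only after the result was seen, apart from the comparison of lists of genes at its end. The share of variance on PC1 and PC2 was 38.7%, while the paper's text gives 85%. Of the alternatives set before the data were examined, DESeq2's variance-stabilized counts gave 85.7%, which is within the paper's value. All tested genes, the authors' TMM table on the log2 scale and the 9 fits that each left out a library gave values from 34.8% to 41.6% and did not close the gap.

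In the list of genes regulated by BGP against both Control and NaHPO4, 2 genes were downregulated here and 1 in the paper. The gap closed with DESeq2, with limma on the authors' TMM table, and without Control replicate 1, BGP replicate 3, NaHPO4 replicate 2 or NaHPO4 replicate 3, which each gave 1 gene. The other alternatives set before the data were examined gave 0 genes or from 2 to 11. Those with 0 genes were the fit without BGP replicate 2 (26 at an unadjusted p under 0.05), glmTreat (6) and a minimum log2FC of 1 (5).

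*Dmp1* was 7.24-fold higher with BGP than in Control, against the paper's 2.9-fold in its text, and 4.57-fold higher with NaHPO4, against the paper's 2.8-fold. Over the alternatives set before the data were examined, the Dmp1 fold ranged from 6.83 to 7.85 with BGP and from 4.32 to 4.96 with NaHPO4, and none of them closed either gap. The paper's own tables give *Dmp1* a log2FC of 2.86 with BGP (Tables S1 and S6) and 2.20 with NaHPO4 (Table S2). Here the values were 2.86 and 2.19, so the paper's text and tables differ from each other. With BGP, the 2.9 of the text matches the log2FC of 2.86 after rounding, and may be a log2 value. With NaHPO4, the 2.8 of the text is near neither the log2FC of 2.20 nor the 4.57-fold change.

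The log2FC of *Egr3* between BGP and NaHPO4 was 0.98, against the paper's 1.54 in Table S6, which prints the same value for *Egr2* in this comparison. The alternatives set before the data were examined gave 0.89 to 1.05 for *Egr3*, and none closed the gap. Table S5 of the paper lists *Egr3* with a log2FC that rounds to 0.98. Of the 141 log2FC values compared with the paper's tables and text, 140 lay within the replicate SD, with a gap of at most 0.00926.

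The numbers of DEGs did not differ by these rules, but most were not equal. BGP raised 66 genes here and 56 in the paper, NaHPO4 raised 61 and the paper gives 43, NaHPO4 lowered 37 and the paper gives 25, and 35 genes were raised by both, against the paper's 28. In the direct comparison, 52 genes were higher and 28 lower with BGP, and the paper gives 51 and 22. Without BGP replicate 2, 22 genes were lower, as many as in the paper. This match is of the number only, as that fit called 46 of the 73 genes of Table S5, against 64 with all libraries. The numbers of genes lowered by BGP (10) and of genes higher with BGP than with both (21) were equal to the paper's, but the genes were not all the same.

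The paper lists *Syt12* among the genes more strongly regulated by BGP than by NaHPO4. Here *Syt12* was not a DEG in this comparison (log2FC 0.52, adjusted p = 0.0729 from edgeR's quasi-likelihood test), and over the alternatives its adjusted p ranged from 0.00477 to 1. It was called with the fit of 2 groups, edgeR's likelihood ratio test, its exact test, no filter on low counts, the replicate block (mean correlation of same-numbered libraries' deviations 0.0127), and without Control replicate 2, Control replicate 3 or NaHPO4 replicate 1. The paper places *Egr3* among the genes regulated by BGP only, and here it was upregulated by NaHPO4 too. The paper's own Table S2 also lists *Egr3* as upregulated by NaHPO4, with a log2FC of 0.85 as here, so this difference lies within the paper. *Scand1* and *Col2a1* were DEGs of BGP against both Control and NaHPO4 here and are not in Table S6. The paper gives cellular response to environmental stimulus and enzyme-linked receptor protein signaling for BGP only. GO enrichment was not rerun, but 4 of the 7 genes of the first term were upregulated by NaHPO4 here as well (*Hmga2*, *Timp1*, *Enpp1* and *Prkg2*), and the paper's own Table S2 lists them as upregulated too. It gives inorganic diphosphate transport and cellular phosphate ion homeostasis for NaHPO4 only, and here BGP upregulated all genes that the supplement lists for them (*Spp1*, *Ank* and *Enpp1*), and the paper's own Table S1 lists them as upregulated too.

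Some genes of the paper's tables were not DEGs here. Of those in Table S1, *B3gnt2* (log2FC -0.66, adjusted p = 0.0645), *Xkr5* (log2FC -0.68, adjusted p = 0.0645), *Gm50387* (log2FC 0.60, adjusted p = 0.0598), *Particl* (log2FC -0.52, adjusted p = 0.0601), *D430040D24Rik* (log2FC 0.57, adjusted p = 0.0871), *Cenpp* (log2FC -0.58, adjusted p = 0.128) and *Fzd6* (log2FC 0.63, adjusted p = 0.131) did not pass edgeR's quasi-likelihood test with BGP. Apart from *Cenpp*, which none of the alternatives called, each was called by at least one. The likelihood ratio and exact tests called *B3gnt2*, *Xkr5*, *Gm50387*, *Particl* and *D430040D24Rik*, and no filter on low counts called *B3gnt2*, *Xkr5*, *Gm50387*, *Particl* and *Fzd6*. The fit of 2 groups called *B3gnt2* and *Particl*. *B3gnt2* was also called without BGP replicate 1, NaHPO4 replicate 1 or NaHPO4 replicate 3, *Xkr5* without Control replicate 2 or BGP replicate 3, *Gm50387* without Control replicate 3, BGP replicate 3 or NaHPO4 replicate 3, *Particl* without NaHPO4 replicate 1, and *Fzd6* without BGP replicate 3.

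Of the genes in Table S2, *Eng* (log2FC -0.57, adjusted p = 0.0546), *G630018N14Rik* (log2FC -0.58, adjusted p = 0.0527), *E2f2* (log2FC 0.50, adjusted p = 0.0715) and *Syt12* (log2FC 0.58, adjusted p = 0.0551) did not pass edgeR's quasi-likelihood test with NaHPO4. All 4 were called by edgeR's likelihood ratio and exact tests. No filter on low counts and the replicate block called *Eng*, *G630018N14Rik* and *Syt12* (mean correlation of same-numbered libraries' deviations 0.0127), total counts only called *E2f2* and *Syt12*, and the fit of 2 groups called *Eng*. *Eng* was called without BGP replicate 1, BGP replicate 2 or NaHPO4 replicate 2, *G630018N14Rik* without Control replicate 2, BGP replicate 3 or NaHPO4 replicate 1, *E2f2* without Control replicate 2, and *Syt12* without Control replicate 3, BGP replicate 1 or NaHPO4 replicate 2.

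Of the genes in Table S5, those that did not pass in the direct comparison besides *Syt12* were *Gm10177* (log2FC -0.54, adjusted p = 0.057 from edgeR's quasi-likelihood test), *E2f2* (log2FC -0.52, adjusted p = 0.0772), *C3* (log2FC -0.64, adjusted p = 0.106), *Gm44950* (log2FC -0.50, adjusted p = 0.0649), *2900089D17Rik* (log2FC 0.56, adjusted p = 0.184), *Thbs4* (log2FC -0.54, adjusted p = 0.109), *Smpdl3a* (log2FC 0.53, adjusted p = 0.103) and *A830036E02Rik* (log2FC 0.51, adjusted p = 0.101). None of the alternatives called *2900089D17Rik* or *Smpdl3a*. The likelihood ratio test called *Gm10177*, *E2f2* and *Gm44950*, the exact test called these and *C3* and *Thbs4*, and no filter on low counts called *Gm10177*, *C3*, *Thbs4* and *A830036E02Rik*. Total counts only called *Gm10177* and *Gm44950*, and the fit of 2 groups and the replicate block called *Thbs4* (mean correlation of same-numbered libraries' deviations 0.0127). *Thbs4* was called without Control replicate 1 or NaHPO4 replicate 3, *E2f2* without BGP replicate 1, *C3* and *A830036E02Rik* without NaHPO4 replicate 1, and *Gm10177* without NaHPO4 replicate 2. In turn, 17 DEGs with BGP, 34 with NaHPO4 and 16 of the direct comparison were not in the paper's tables.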

Other observations

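Of the tests in this part, the tests of pathway genes outside the paper's tables, the tests of gene lists with an estimated inter-gene correlation and the test of *Gm42793* against *Spp1* were chosen only after the result was seen. Genes of the listed pathways that are named here were chosen after their values were seen, and adjusted p-values of single genes are from edgeR's quasi-likelihood test.

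The numbers of DEGs were compared with those of other splits of the same libraries. In each comparison 4 of the 10 splits part all same-numbered libraries, and of these 4 only the real one gave as many DEGs (1 of 4 for BGP versus Control, for NaHPO4 versus Control and for BGP versus NaHPO4). The other splits, including the 6 that part 1 pair, gave 0 DEGs, with 441 to 768, 379 to 754 and 470 to 846 genes at an unadjusted p under 0.05. With so few splits the share cannot fall under 0.05, so chance in the grouping cannot be excluded from a single comparison. Over all 9 libraries, 36 partitions keep a library of each number in each group. Only the real one (1 of 36 each) gave as many genes that were DEGs in any comparison (176 against 0 to 76), that were upregulated by both phosphates (35 against 0 to 29) and that were higher with BGP than with both (21 against 0 to 10).

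For the cell cycle lists, 1 of 4 splits gave as small a camera p for the S phase genes with NaHPO4. For the G2/M phase genes with NaHPO4 it was 2 of 4, and with BGP it was 2 of 4 for the S phase genes and 2 of 4 for the G2/M phase genes. Another split thus moved the G2/M phase genes as much as the real one, both with NaHPO4 and with BGP. Those results cannot be told apart from chance in the grouping. For the S phase genes with NaHPO4, the other splits that part all same-numbered libraries gave a camera p from 6.65e-05 to 0.00142, against 1.26e-19. As 1 of 4 is the smallest share possible, these splits cannot exclude chance for the S phase genes either. The splits that part 1 pair gave a camera p from 2.79e-06 to 0.00399. Every other split thus passed a camera p of 0.05, so passing it does not by itself mark the real grouping.

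The NaHPO4 libraries had the highest median total count (27229641, against 23159816 for Control and 22342677 for BGP). Depth was therefore tested as an explanation for the number of DEGs. When every library was thinned to the smallest total, NaHPO4 gave a median of 97 DEGs (95 to 100 over 5 thinnings, 98 at full depth) and the direct comparison a median of 81 (80 to 86, 80 at full depth). Depth is therefore an unlikely explanation. GC content and gene length were tested by removing their trends from the log2FC of the 99.7% of genes with a value. Of the DEGs with a value, 76 of 76 with BGP, 88 of 96 with NaHPO4 and 77 of 80 in the direct comparison kept an absolute log2FC above 0.5 on the same side. The Spearman correlation of the log2FC with GC content was -0.122, -0.246 and 0.143, so a trend with GC content was present but may explain only a small part of the DEGs.

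Across the 13679 tested genes, the log2FC values of BGP and NaHPO4 had a correlation of 0.551. Both are measured against the same Control libraries, which by itself raises the correlation. With different Control libraries for each treatment, the correlation fell to a mean of 0.178 (0.162 to 0.199 over 6 fits), and it stayed positive in each. Part of the correlation may thus come from the shared Control libraries. Fits with fewer Control libraries are also noisier, which lowers a correlation, so the size of that part is uncertain.

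A list of 10 genes whose expression follows MAPK signaling had a mean log2FC of 0.71 with BGP (9 genes up, adjusted p = 4.62e-07, camera, Benjamini-Hochberg adjustment over 21 tests) and 0.47 with NaHPO4 (8 genes up, adjusted p = 0.00212). In the direct comparison it was 0.24 (adjusted p = 0.00653). With different Control libraries for each treatment, the mean was at least 0.32 for both phosphates, so the shared Control libraries do not explain the rise. The 7 genes outside the paper's tables had a mean log2FC of 0.36 with BGP (adjusted p = 0.015) and 0.16 with NaHPO4 (adjusted p = 0.424), and the larger camera p of these tests was 0.384 before adjustment. In the direct comparison they did not pass (mean log2FC 0.20, adjusted p = 0.0745). The paper's tables hold genes called in these same libraries, so leaving them out tends to weaken the change of any list. These tests therefore cannot tell whether the rise with NaHPO4 and the difference between the phosphates rest on genes listed because the paper names them. With the inter-gene correlation estimated for the list instead of set to 0.01, an alternative chosen after seeing the data, the list kept a camera p of 0.0214 with BGP, but had 0.105 with NaHPO4 and 0.143 in the direct comparison, and the genes outside the tables had 0.104 with BGP. For the whole list with BGP, the camera p with this estimate was 0.05 after adjustment over the 21 tests, at the threshold. Genes of the list that vary together thus remain an explanation for these results, least so for the rise of the whole list with BGP.

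A list of 14 immediate early genes was higher with BGP than with NaHPO4 (mean log2FC 0.57, 13 genes up, adjusted p = 7.29e-17, camera). It was higher with BGP than in Control (mean log2FC 0.48, adjusted p = 5.63e-12) and lower with NaHPO4 (mean log2FC -0.09, adjusted p = 0.00221). In the direct comparison, the highest camera p with a library left out was 1.1e-15, and the 6 genes outside the paper's tables had a mean log2FC of 0.17, with a camera p of 0.000668 (5 genes up). A list of 13 targets of TGF-β and SMAD was also higher with BGP than with NaHPO4 (mean log2FC 0.43, 12 genes up, adjusted p = 3.51e-10) and than in Control (mean log2FC 0.34, adjusted p = 6.51e-09), while with NaHPO4 it had a mean log2FC of -0.10 (adjusted p = 0.529). Here the highest camera p with a library left out was 4.78e-09, and the 7 genes outside the tables had a mean log2FC of 0.19, with a camera p of 0.000608 (6 genes up). With total counts or DESeq2's size factors in place of TMM, the mean log2FC of each list kept its sign in all comparisons. With the inter-gene correlation estimated for each list, an alternative chosen after seeing the data, the differences between BGP and NaHPO4 were weaker but passed, with a camera p of 0.00154 for the immediate early genes and 0.00178 for the TGF-β and SMAD targets, and of 0.013 and 0.0124 for their genes outside the tables. Against Control with BGP the lists had a camera p of 0.00389 and 0.00263, and the immediate early genes no longer passed with NaHPO4 (0.0867). A single library is an unlikely explanation for the differences between BGP and NaHPO4. The choice of genes from the paper's tables is unlikely to explain them in full, since the genes outside the tables passed too. Their mean log2FC was smaller, at 0.17 against 0.57 for the immediate early genes and 0.19 against 0.43 for the TGF-β and SMAD targets. Leaving out genes called in these same libraries tends to lower such a mean in any case. The choice of genes may explain part of the size of the differences, but the smaller mean cannot show it. Against Control, the immediate early genes outside the tables did not pass with BGP (mean log2FC 0.0800, adjusted p = 0.0902) or with NaHPO4 (mean log2FC -0.0857, adjusted p = 0.0977). The changes of that list against Control may rest on the choice of genes, which these tests cannot decide for the same reason. The TGF-β and SMAD targets outside the tables passed with BGP (mean log2FC 0.11, adjusted p = 0.00664), but with an estimated correlation the adjusted p was 0.0534. The lists were written with knowledge of the paper's results, and handling order was not tested. A different activity of these pathways with BGP and with NaHPO4 is a hypothesis that remains.

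Single genes of phosphate transport, mineralization and these pathways moved as follows. *Slc20a1* rose with BGP (log2FC 1.10, adjusted p = 3.25e-19) and with NaHPO4 (log2FC 0.69, adjusted p = 5.75e-13), and was higher with BGP than with NaHPO4 (log2FC 0.41, adjusted p = 3.57e-08). *Sost* was lower with NaHPO4 than in Control (log2FC -1.68, adjusted p = 0.00272) and did not pass with BGP (log2FC -0.21, adjusted p = 0.852). *Alpl* was slightly lower with NaHPO4 (log2FC -0.21, adjusted p = 0.00128), and the direct test of *Alpl* did not pass (log2FC 0.14, adjusted p = 0.0601, and 0.0469 to 1 over the alternatives). *Tgfb1* was lower with NaHPO4 (log2FC -0.16, adjusted p = 0.00611) and differed between BGP and NaHPO4 (log2FC 0.16, adjusted p = 0.00546). *Smad7* did not pass with BGP (log2FC 0.23, adjusted p = 0.103), with NaHPO4 (log2FC 0.05, adjusted p = 0.801) or between them (log2FC 0.19, adjusted p = 0.161). *Fosl1* rose with NaHPO4 (log2FC 1.21, adjusted p = 0.00133), but the direct test of *Fosl1* did not pass (log2FC -0.77, adjusted p = 0.0548, and 0.0104 to 1 over the alternatives), and its side of the threshold was kept in only 14 of 23 alternatives.

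The pseudogenes *Gm28437*, *Gm10925*, *Gm28661* and *Gm29216*, which lie side by side on chromosome 1 from 24652270 to 24655278, rose with BGP (median log2FC 0.79) and with NaHPO4 (median log2FC 0.75). A median of 100% of their 50-base windows also occur in the mitochondrial genome, so reads from mitochondrial RNA could be counted for them. The 6 mitochondrial protein-coding genes with at least 1000 counts had a median log2FC of 0.0464 with BGP and -0.0508 with NaHPO4 and did not rise with the pseudogenes. *mt-Co2*, *mt-Atp6* and *mt-Co3*, the genes with the sequence of 3 of these pseudogenes, were counted between 1 and 12 times per library, so their own change could not be measured. Shared reads remain a candidate explanation for the rise of *Gm28437*, *Gm10925* and *Gm28661*. *mt-Co1*, the gene with the sequence of *Gm29216*, had at least 206030 counts per library and did not rise (log2FC 0.0223 with BGP and -0.0698 with NaHPO4).

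*Gm42793* lies within *Spp1*, and reads from *Spp1* were tested as an explanation for its higher expression with BGP than with NaHPO4. *Spp1* itself was lower with BGP than with NaHPO4 (log2FC -0.49), the opposite direction, so reads of *Spp1* transcripts are an unlikely explanation for this difference. Of the sequence windows of *Gm42793*, however, only 18.0% occur in *Spp1* transcripts. Reads from RNA of the rest of the *Spp1* span were not measured, so they remain possible. Against Control, *Gm42793* (log2FC 2.15 with BGP and 1.49 with NaHPO4) and *Spp1* (log2FC 1.48 and 1.97) both rose, so reads from *Spp1* may add to those increases.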
